# Enhancer and super-enhancer dynamics in repair after ischemic acute kidney injury

**DOI:** 10.1038/s41467-020-17205-5

**Published:** 2020-07-07

**Authors:** Julia Wilflingseder, Michaela Willi, Hye Kyung Lee, Hannes Olauson, Jakub Jankowski, Takaharu Ichimura, Reinhold Erben, M. Todd Valerius, Lothar Hennighausen, Joseph V. Bonventre

**Keywords:** Epigenomics, Transcriptional regulatory elements, Acute kidney injury

## Abstract

The endogenous repair process can result in recovery after acute kidney injury (AKI) with adaptive proliferation of tubular epithelial cells, but repair can also lead to fibrosis and progressive kidney disease. There is currently limited knowledge about transcriptional regulators regulating these repair programs. Herein we establish the enhancer and super-enhancer landscape after AKI by ChIP-seq in uninjured and repairing kidneys on day two after ischemia reperfusion injury (IRI). We identify key transcription factors including HNF4A, GR, STAT3 and STAT5, which show specific binding at enhancer and super-enhancer sites, revealing enhancer dynamics and transcriptional changes during kidney repair. Loss of bromodomain-containing protein 4 function before IRI leads to impaired recovery after AKI and increased mortality. Our comprehensive analysis of epigenetic changes after kidney injury in vivo has the potential to identify targets for therapeutic intervention. Importantly, our data also call attention to potential caveats involved in use of BET inhibitors in patients at risk for AKI.

## Abstract (web summary)

Acute kidney injury is a major health problem amongst hospitalized patients. Here the authors provide a comprehensive characterization of enhancer and super-enhancer elements, and the transcription factor motifs associated with these elements in response to kidney injury in vivo; providing insight into the regulation of kidney repair.

## Introduction

Acute kidney injury (AKI) is common, present in up to 10% of hospitalized patients^1^, up to 17.5% of patients with cancer, and is associated with high morbidity and mortality^2,3^. Common causes of AKI include ischemia reperfusion injury (IRI), sepsis, and exposure to nephrotoxic substances.

The physiological and cellular hallmarks of AKI include the loss of renal glomerular and tubular function, cell death of kidney epithelia cells, vasoconstriction, and initiation of an inflammatory response. AKI is defined clinically by a rise in serum creatinine reflecting the reduction of glomerular filtration. Although a decrease of renal function can be reversed through the endogenous repair processes of the kidney, AKI is associated with a substantially increased risk of developing fibrosis and chronic kidney disease (CKD), especially if there is severe or repeated injury resulting in ‘maladaptive’ repair processes^4,5^.

Surviving tubular epithelial cells are the main cellular source of the repair process in the kidney with robust proliferation to replace the cells lost as a result of the injury^6^. In this process the proliferating tubular epithelial cells are able to rapidly activate transcriptional repair programs^7^. Investigation of gene expression and function have generated molecular models of kidney injury and repair^8^; yet, there is limited understanding of the epigenetic regulatory events that activate and regulate kidney tissue repair programs.

Recent advances in chromatin analyses suggest that gene regulatory elements are highly prevalent in the genome and, of these elements, distal-acting regulatory sequences, or enhancers, represent the most abundant class^9,10^. Enhancers can induce direct expression of their target genes by increasing transcription^11^, and have been predominantly examined as a means for stage- and tissue-specific regulation during embryonic development^12,13^. Studies have also implicated enhancers in health and disease^14,15^. Such findings raise the possibility of existing enhancer elements that engage with transcription factors in response to tissue damage to regulate genetic programs for kidney repair.

To investigate the role of enhancer activation in kidney repair we made use of pharmacological enhancer inhibition through BET (bromodomain and extra terminal) inhibitors. BET protein family members couple with acetyl-lysine residues on histone tails^16^ and interact with several key proteins involved in transcriptional regulation (initiation and elongation of transcription) at enhancer sites^17,18^. Bromodomain containing protein 4 (BRD4) is the most widely studied member of the BET protein family. Pharmacological inhibition of BET proteins shows therapeutic activity in a variety of different pathologies, particularly in models of cancer and inflammation^19–21^. Several of these BET inhibitors have been or are being evaluated in clinical trials with more than twenty studies currently registered at clinicaltrials.gov. Most studies evaluate the effect of BET inhibitors in different forms of cancer, but two trials are also testing this class of drugs for cardiovascular diseases and CKD (NCT02586155 and NCT03160430).

In this study, we demonstrate that kidney injury leads to genome-wide changes in the enhancer and super-enhancer repertoire with activation of injury responsive regulatory elements shaping the transcriptional response after injury and during repair. Further, we find that the transcription factors, hepatocyte nuclear factor 4 alpha (HNF4A), glucocorticoid receptor (GR), and signal transducer and activator of transcription (STAT) 3 and 5 bind at the identified enhancer elements. Inhibition of BRD4 function, and therefore blockage of enhancer dynamics after kidney injury, affects critical repair responses resulting in impaired recovery after AKI. These results are the first comprehensive characterization of enhancer and super-enhancer elements in the kidney in vivo before and after injury, thereby providing a rich resource for the research community and critical insight in the regulation of kidney repair.

## Results

### Kidney injury leads to enhancer repertoire changes in vivo

In order to define the dynamic enhancer and super-enhancer landscape after kidney injury, we performed chromatin immunoprecipitation with next-generation DNA sequencing (ChIP-seq) in SHAM and bilateral-IRI samples at day two after surgery. We used day two post injury samples to capture the proliferating repair phase of the kidney^7^. Kidney cortex samples, consisting in a healthy kidney of at least 90% epithelia cells, were used to capture the chromatin state of mainly proximal (predominant) and distal tubular cells^22^.

First, we established a chromatin landscape for the kidney using H3K4me3 to identify promoters, H3K27ac to reveal active enhancer regions and Pol II to define regions of active transcription. We then assessed the genome-wide localization of the representative BET protein, BRD4, also by ChIP-seq and performed sample matched RNA-seq in SHAM and IRI treated kidney samples (Fig. 1a).

**Fig. 1:**
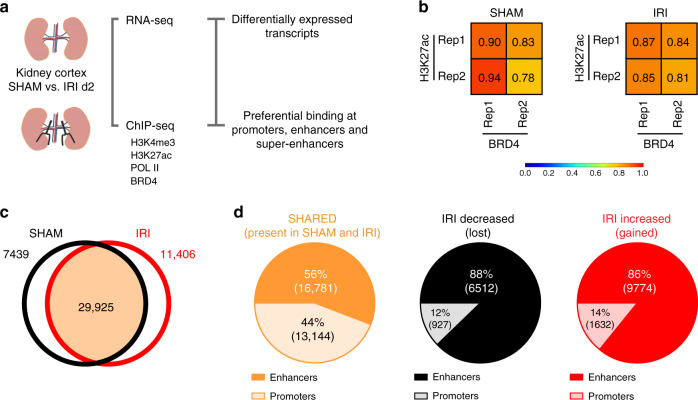
Identification of enhancer elements. **a** Workflow of the experimental approach. **b** H3K27ac marks and BRD4 binding sites strongly correlate in both SHAM and IRI samples. **c** Broad peak calling was applied on H3K27ac SHAM and IRI samples. 29,925 peaks overlapped between them; 7439 and 11,406 were only identified in SHAM or IRI samples, respectively. **d** 56% of the identified peaks SHARED between both samples are enhancer elements, whereas 44% are promoter elements. Peaks identified with preferential binding in SHAM samples (IRI-decreased) consist of 88% enhancers and 12% promoter regions. Out of 11,406 peaks identified with preferential binding in IRI samples (IRI-increased) 86% are enhancers and 14% are promoters.

H3K27ac marks strongly correlated with binding sites of BRD4 in both SHAM and IRI samples (Fig. 1b, Supplementary Fig. 1) indicating that both ChIP-seq profiles classify active enhancers in the kidney^23,24^. We applied broad peak calling on H3K27ac marks to identify active enhancer regions. Possible promoter regions were identified by H3K4me3 marks and H3K27ac peaks±2500 bp from the transcription start site (TSS) of genes and verified by overlapping them. We identified 29,925 H3K27ac binding sites shared between SHAM and IRI samples, and 7,439 and 11,406 sites with preferential binding in SHAM or IRI, respectively (Fig. 1c). For further analysis, we named the three groups of binding sites: SHARED (present in both SHAM and IRI samples); IRI-decreased (preferential binding in SHAM samples); and IRI-increased (preferential binding in IRI samples) (Fig. 1d).

Amongst the SHARED sites, 56% are enhancers, and 44% (40% with H3K4me3 and 4% without) were identified as promoters (Fig. 1d, left). In both IRI- decreased and IRI-increased binding sites, the proportion of promoter to enhancers was very different compared to the SHARED group. The analysis of the peaks identified in the IRI-decreased group revealed 88% enhancers and only 12% promoters (2% showing H3K4me3 binding) (Fig. 1d, center). The peaks characteristic for IRI-increased sites consisted of 86% enhancers, and 14% promoters (7.5% with and 6.5% without H3K4me3 binding) (Fig. 1d, right), indicating a higher dynamic at enhancer sites compared to promoter sites after injury.

In order to verify the identified classes of enhancers and promoters we used peak profiles to show the underlying H3K27ac, BRD4, and Pol II marks for SHAM and IRI. Based on the ChIP-seq results for SHAM, the enhancers identified in the SHARED group show the highest coverage (solid orange line), followed by IRI-decreased (dashed black line). The enhancers present in IRI-increased are, as expected, the lowest (dotted red line; Supplementary Fig. 2a). Using IRI ChIP-seq samples, the enhancers gained in IRI (IRI-increased, dotted red line) have a higher coverage than those lost after injury (IRI-decreased, dashed black line). The SHARED enhancers are again those with the highest binding profile (solid orange line; Supplementary Fig. 2b). Based on these results, we conclude that the response to IRI leads to genome-wide alterations in the enhancer landscape in kidney epithelia cells.

### Gained enhancers regulate expression of injury-induced genes

To determine the functional relevance of the identified enhancer elements we leveraged sample-matched RNA-Seq gene expression data. 

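The RNA came from the kidney cortex of 8 male C57BL/6 mice, 4 after SHAM surgery and 4 after IRI, at day 2 after surgery. In IRI both renal arteries were clamped for 26 min, which deprives the oxygen-hungry cells of the tubules. In SHAM surgery the kidneys were exposed and left perfused. Each mouse gave 1 library, prepared with a stranded RNA kit. The authors trimmed the reads with Trimmomatic 0.36, aligned them to mm10 with STAR 2.5.3a and counted them per gene with HTSeq 0.6.1p1. The deposited values are raw counts per gene symbol, without normalization. Reads that aligned to more than 1 place were left uncounted, and genes of the mitochondrial genome are absent. The gene annotation and the strand setting of the count are not named in the paper's main text, which refers to Supplementary Information that was not among the files read. Counts in genes ranged from 11926860 to 13562063 per SHAM library and from 13413168 to 16082263 per IRI library. They made up 28.3% ± 0.115 (SD, n = 4) of the entries tallied by HTSeq in SHAM and 29.9% ± 0.456 (SD, n = 4) in IRI. The tally of unaligned reads is 0 in every library, so these are not shares of all reads sequenced. The share tallied as aligned to more than 1 place was 33.3% ± 0.291 (SD, n = 4) in SHAM and 35.6% ± 1.05 (SD, n = 4) in IRI, and no IRI library overlapped a SHAM library (exact permutation test, two-sided, p = 0.0286). The 10 most abundant genes took 10.5% of the counts in SHAM and 8.50% in IRI. For the comparison of the groups, counts were scaled by TMM factors and fitted with edgeR's quasi-likelihood model, together with 4 libraries of IRI mice given JQ1 from the day of surgery. Of the gene symbols, 14196 passed edgeR's filter on low counts and were tested. A gene was counted as higher or lower at an FDR under 5% and at least a 2-fold change, the thresholds the paper states.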

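Genes that mark injured tubules rose after IRI. Of 35 genes of tubular injury, listed before the data were examined, 33 were higher in IRI than in SHAM kidneys and none was lower (33 higher when adjusted over the list alone; camera's adjusted p = 7.9e-22, and 0.0784 with an estimated correlation). Genes of cell division rose with them, at a time when surviving tubule cells divide to replace lost ones. Among 40 genes of the cell cycle and mitosis, 37 were higher (37 when adjusted over the list alone; camera's adjusted p = 1.8e-20, and 0.437 with an estimated correlation), and among 29 genes of DNA replication 27 (27 when adjusted over the list alone; camera's adjusted p = 1.3e-15, and 0.437 with an estimated correlation). *Nuf2*, which joins chromosomes to the spindle, had a log2 fold change of 5.74 (standard error 0.49, adjusted p = 8.5e-07) with 4 mice in each group, and *Rrm2*, which makes the building blocks of DNA, one of 4.95 (standard error 0.34, adjusted p = 1.7e-07). Matrix genes rose as well, 29 of 44 (29 when adjusted over the list alone; camera's adjusted p = 1.4e-14, and 0.245 with an estimated correlation). *Tnc*, the matrix protein tenascin C of wounded tissue, changed by 4.95 (standard error 0.31, adjusted p = 8.0e-08) on the log2 scale. Inflammatory signals followed. Of 37 genes of TNF and NF-kB signaling 27 were higher (27 when adjusted over the list alone; camera's adjusted p = 1.3e-12, and 0.437 with an estimated correlation). *Chil3*, a chitinase-like protein that macrophages secrete, had no count in any SHAM library and was at least 289.8-fold higher in IRI. This bound sets SHAM at 3 counts over the group and covers counting error only. Chemokines and their receptors were higher in 14 of 21 genes and lower in 1, *Cxcr6* (14 and 2 when adjusted over the list alone; camera's adjusted p = 0.000599, and 0.437 with an estimated correlation). Interleukins, growth cytokines and their receptors were higher in 17 of 28 genes (17 when adjusted over the list alone; camera's adjusted p = 3.7e-07, and 0.437 with an estimated correlation). Of 27 p53 target genes 10 were higher and 1, *Igfbp3*, was lower (11 and 1 when adjusted over the list alone; camera's adjusted p = 0.00106, and 0.437 with an estimated correlation). Genes of NOD-like receptor signaling as a list did not pass the test (camera's adjusted p = 0.129), although 5 of 21 were higher, *Casp4*, *Nlrp1a*, *Nlrp3*, *Pycard* and *Tlr4*, and *Nlrc4* was lower (5 and 1 when adjusted over the list alone). Markers of cell types moved too. Those of neutrophils were higher in 7 of 7 genes (7 when adjusted over the list alone; camera's adjusted p = 0.00184, and 0.437 with an estimated correlation), those of monocytes and macrophages in 9 of 15 (9 when adjusted over the list alone; camera's adjusted p = 0.00720, and 0.450 with an estimated correlation, a call lost with library sizes alone) and those of fibroblasts, pericytes and smooth muscle in 9 of 14 (9 when adjusted over the list alone; camera's adjusted p = 7.5e-06, and 0.437 with an estimated correlation). Markers of dendritic cells and MHC class II were lower in 6 of 8 genes (6 when adjusted over the list alone; camera's adjusted p = 0.0314, and 0.437 with an estimated correlation). Over all tested genes, 1540 were higher and 864 lower in IRI at both thresholds. At the FDR alone 3307 were higher and 3641 lower, and with library sizes alone in place of TMM factors 515 were lower at both.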

The RNA-seq data revealed 919 significantly down-regulated genes and 1716 significantly upregulated genes when comparing IRI day 2 vs SHAM treated kidneys with false discovery rate (FDR) < 5% and fold change ±2 (Fig. 2a, Supplementary Data 1 and 2). It is interesting that the two most highly upregulated genes are *Lcn2 (NGAL)* and *Havcr1 (KIM-1)*, both of which are generally considered the two most highly upregulated genes after kidney injury^25,26^.

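*Lcn2* encodes lipocalin 2, a protein that injured tubules secrete into urine and that withholds iron from bacteria. The gene lies on chromosome 2 of mm10 from 32384633 to 32388252. Its TMM-normalized count was 9.25 ± 0.863 (SD, n = 4 mice) in SHAM kidneys and 3690.1 ± 711 (SD, n = 4) in IRI kidneys, a log2 fold change of 8.62 (standard error 0.28, adjusted p = 1.8e-10) from edgeR. *Havcr1* encodes KIM-1, a receptor of the apical membrane of injured proximal tubule cells, and lies on chromosome 11 of mm10 from 46735080 to 46779578. It rose by 8.44 on the log2 scale (standard error 0.59, adjusted p = 1.7e-07). *Krt20*, a keratin of epithelia under stress, rose by 8.01 (standard error 0.64, adjusted p = 4.6e-07), *Flnc*, which crosslinks actin, by 6.44 (standard error 0.47, adjusted p = 2.0e-07) and *Crlf1*, a cytokine-like factor, by 6.25 (standard error 0.39, adjusted p = 6.5e-08). Ordered by edgeR's log2 fold change among genes that passed both thresholds, *Lcn2* stood at place 4 and *Havcr1* at place 5. The genes ahead of them were *Chil3*, *Xirp2* and *Ccl20*, of which *Xirp2* had 1 count over the SHAM group. Among the 30 genes at the head of that order, 12 had no count in any SHAM library, so their places rest on the low-count correction of the fit.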

**Fig. 2:**
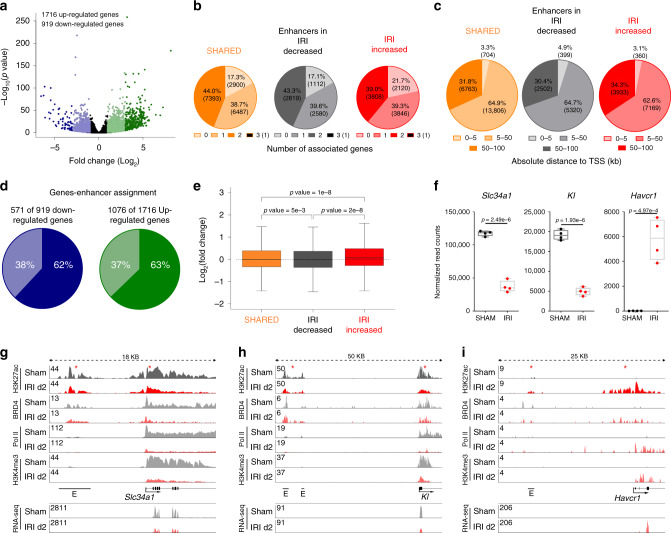
Enhancer—gene annotation. **a** The volcano plot illustrates the 919 down- (blue) and 1716 upregulated genes (green) using RNA-seq data. **b** GREAT was used to annotate enhancers to genes. The pie plot shows how many genes were annotated to enhancer elements. **c** The pie plot illustrates the distance between the enhancers and their annotated genes (in kb to the transcriptional start site (TSS)). **d** 571 enhancer elements are annotated to the 919 downregulated genes (62%, dark blue). 1076 enhancers are assigned to 1716 upregulated genes (63%, dark green). **e** Genes associated with IRI-decreased enhancers (*n* = 6512) are significantly downregulated, whereas genes assigned to IRI-increased enhancers (*n* = 9774) have a significantly higher gene expression compared to genes assigned to SHARED enhancers (*n* = 16781). Median, middle line inside each box; IQR (interquartile range), the box containing 50% of the data; whiskers, 1.5 times the IQR. One-way ANOVA with Tukey post hoc test was applied. **f** *Slc34a1* and *Kl* are representative genes that were down-regulated in IRI day 2 when compared with SHAM. *Havcr1(encoding* KIM-1*)* is a gene significantly upregulated at IRI day 2. Two-sample *t*-test was applied (two-sided). Individual data points and box-plot with mean ± max, min are shown. *n* = 4 biologically independent samples **g** Illustration of the enhancer landscape of *Slc34a1*. The indicated enhancers show a lower coverage of H3K27ac, and a strongly reduced coverage of BRD4 and Pol II with IRI compared to SHAM. The coverage of BRD4, Pol II and H3K4me3 is also strongly reduced over the promoter with IRI. RNA-seq track shows reduced expression on exon elements after injury. **h** Depiction of the enhancers associated to *Kl*. These enhancers show a strong decrease of H3K27ac, BRD4, and Pol II. In addition the promoter loses H3K27ac, BRD4, Pol II, and H3K4me3 binding. RNA-seq track shows reduced expression on exon elements after injury. **i** *Havcr1* gains an enhancer element at IRI day 2. Also the promoter shows an increased coverage of H3K27ac, BRD4, Pol II, and H3K4me3. RNA-seq track shows increased expression on exon elements after injury.

Enhancers elements were assigned to genes using GREAT^27^. The majority of enhancers in each group were assigned to at least one gene (Fig. 2b). Only a few enhancers remained unannotated as they were more than 100 kb away from the nearby gene. The vast majority of enhancers were assigned to genes present within 5–50 kb (Fig. 2c).

We found that 571 enhancers were associated with 919 differentially downregulated genes (62%) and 1076 enhancers with 1716 upregulated genes (63%) in IRI day 2 vs SHAM treated kidneys (Fig. 2d). Overall, genes associated with increased enhancers showed significantly increased expression, and decreased enhancers showed statistically significant downregulation of the assigned genes, compared to genes associated with SHARED enhancers (Fig. 2e, Supplementary Data 3–5). As examples of putative enhancers at kidney related genes we show *Slc34a1* (which encodes the proximal tubule sodium-dependent phosphate transporter 2A) and *Kl* (klotho) locus. *Havcr1* genomic locus is shown as a kidney injury related gene. *Slc34a1* and *Kl* were significantly downregulated and *Havcr1 (KIM-1)* significantly upregulated after kidney injury on gene expression level (Fig. 2f) with corresponding protein level changes for KL and KIM-1 (Havcr1) (Supplementary Fig. 3). 

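*Slc34a1* brings phosphate back from the urine across the apical membrane of proximal tubule cells. It lies on chromosome 13 of mm10 from 55398187 to 55415592, and shares 545 of its exonic bases with *Pfn3* on the opposite strand. Its normalized count fell from 119949.9 ± 4005 (SD, n = 4) in SHAM to 37351 ± 8609 (SD, n = 4) in IRI, a log2 fold change of -1.68 (standard error 0.19, adjusted p = 8.3e-06). *Kl* encodes klotho, which works with FGF23 to limit phosphate uptake, and lies on chromosome 5 of mm10 from 150952607 to 150993817. It fell from 19583 ± 1259 (SD, n = 4) to 4990.1 ± 1003 (SD, n = 4), by a log2 fold change of -1.97 (standard error 0.18, adjusted p = 1.2e-06). *Havcr1* rose from 16.7 ± 4.93 (SD, n = 4) to 5847 ± 1723 (SD, n = 4). For each of the 3 genes no IRI mouse overlapped the SHAM mice (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). RNA of transport genes of the proximal tubule fell more widely. Of 38 transporters and endocytic receptors of that segment, 21 were lower and none was higher (21 lower when adjusted over the list alone; camera's adjusted p = 2.1e-09, and 0.437 with an estimated correlation). The organic anion transporter *Slc22a7* had a log2 fold change of -6.96 (standard error 0.37, adjusted p = 2.1e-08) and its relative *Slc22a19* one of -5.25 (standard error 0.45, adjusted p = 7.6e-07), or -6.12 without IRI replicate 4. In the distal convoluted tubule, where calcium and magnesium are recovered, all 6 marker genes fell (6 when adjusted over the list alone; camera's adjusted p = 0.000369, and 0.437 with an estimated correlation). *Pvalb*, a calcium-binding protein of its cells, changed by -5.61 (standard error 0.34, adjusted p = 6.0e-08) on the log2 scale. Of 8 genes of the loop of Henle, 4 fell, *Egf*, *Kcnj1*, *Ptger3* and *Slc12a1* (4 when adjusted over the list alone; camera's adjusted p = 0.0342, and 0.483 with an estimated correlation), a call lost without IRI replicate 1. *Egf*, a growth factor that tubules release, changed by -4.67 (standard error 0.34, adjusted p = 2.0e-07) and shares 500 of its exonic bases with *6330410L21Rik* on the opposite strand. *Inmt*, a methyltransferase, fell by 6.18 (standard error 0.43, adjusted p = 1.7e-07). The paper sets the falls of *Slc34a1* and *Kl* and the rise of *Havcr1* beside H3K27ac and BRD4 at nearby enhancers, measured in other libraries, and proposes that these enhancer signals go along with the expression of the genes.

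**Figure D1:**
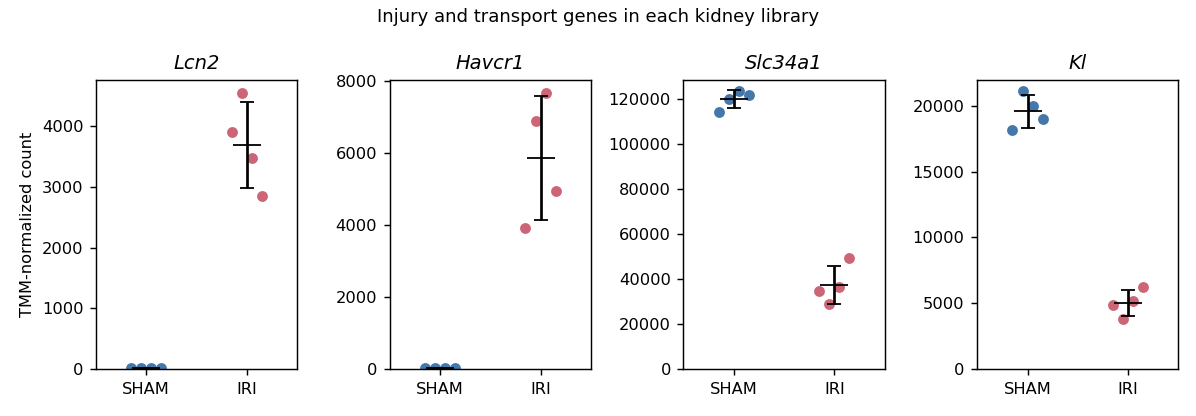
TMM-normalized counts (y axis) of *Lcn2*, *Havcr1*, *Slc34a1* and *Kl* in SHAM and IRI kidneys (x axis), with a point for each mouse and bars for the mean and SD of 4 mice. *Havcr1* counts lie between 3910.4 and 7649 in IRI, above every SHAM mouse, and *Kl* counts between 3764 and 6206, below every SHAM mouse.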

BRD4 and H3K27ac signals at enhancers near down-regulated *Slc34a1* and *Kl* (Fig. 2g, h) were significantly decreased after IRI, which is consistent with reduced promoter binding of H3K4me3 and significantly lower gene expression after an ischemic insult (Fig. 2f). In contrast, we found injury-induced enrichment of BRD4 and H3K27ac binding at enhancers and promoter near upregulated *Havcr1* genes (Fig. 2i). *Havcr1* (*KIM-1*) is expressed in injured proximal tubular cells^25^, where it is involved in clearing apoptotic cells and cell debri from the tubular lumen. Therefore, it plays an important role in the repair phase of tubular cells^28^, although prolonged expression of *KIM-1* leads to interstitial fibrosis and CKD^29^.

These data suggest an association between BRD4 and H3K27ac enrichment at enhancers and the expression levels of their associated genes. Thus, the enhancer landscape changes in concert with the gene expression changes caused by kidney injury.

### Super-enhancer regulation in kidney repair

Multiple and enriched H3K27ac/BRD4 signals in genomic proximity are coined super-enhancers and are associated with cell identity genes in normal and disease states^30,31^. To determine whether super-enhancers might play a role in the response to kidney injury, we undertook a systematic mapping of super-enhancers in IRI day 2 and in SHAM kidneys. We used H3K27ac and BRD4 co-occupied regions with preferential binding either in SHAM or IRI, or present in SHAM and IRI to identify super-enhancers using the ROSE algorithm^30,31^. This algorithm stitches enhancers present within 12.5 kb of each other and ranks them according to the BRD4 and H3K27ac signals (Fig. 3a). We identified 216 injury-associated super-enhancers consisting of 565 single enhancers, 164 super-enhancers lost during injury consisting of 419 enhancers and 385 SHARED super-enhancers consisting of 1630 enhancers, which are present in the kidney at baseline and in IRI day 2 samples. These results indicate widespread changes in H3K27ac and BRD4 occupancy at several super-enhancers after injury. Injury gained super-enhancers showed increased enrichment of H3K27ac and BRD4 at their different enhancer sites. By contrast, lost super-enhancers after IRI exhibited decreased enrichment of H3K27ac and BRD4 at their enhancer sites. The average profile of H3K27ac, BRD4 and Pol II is enriched over all identified super-enhancers compared to lone enhancers (Supplementary Fig. 4).

**Fig. 3:**
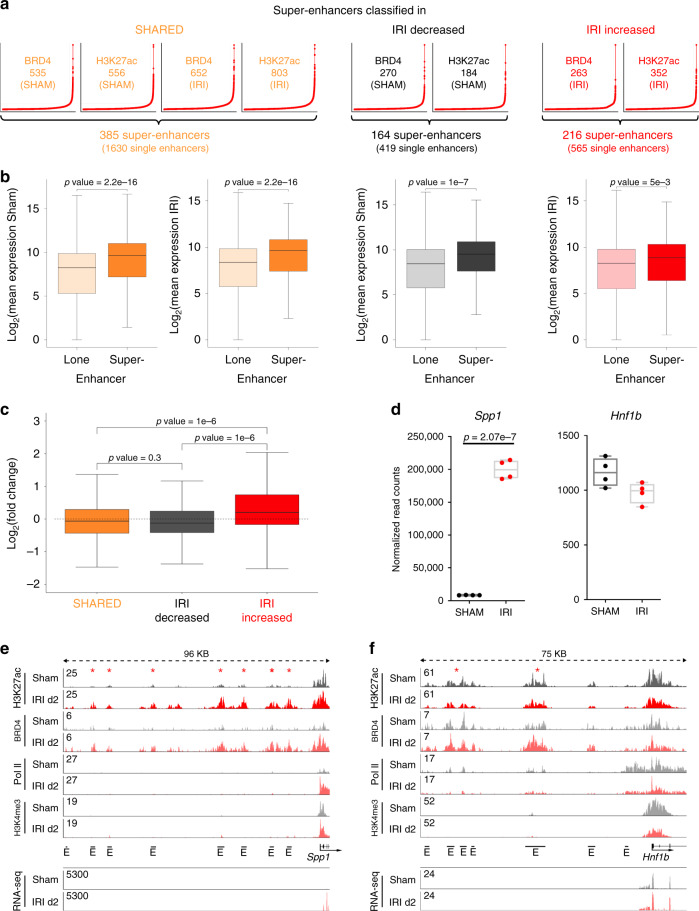
Identification of super-enhancers and their annotation to genes. **a** Super-enhancers were identified for all three enhancer categories using H3K27ac enhancer elements with the underlying H3K27ac and BRD4 signal. The resulting individual super-enhancers using H3K27ac or BRD4 were overlapped to identify the 385 super-enhancers based on enhancers identified in SHARED, the 164 super-enhancers based on IRI-decreased enhancers and 216 super-enhancers identified in IRI upregulated enhancers. **b** The box plots depict significantly higher expression for genes associated with super-enhancers. Unpaired *t*-tests were applied (two-sided). SHARED lone enhancer: *n* = 15151, SHARED super-enhancer: *n* = 385; IRI-decreased lone enhancer: *n* = 6093, IRI-decreased super-enhancer: *n* = 164; IRI-increased lone enhancer: *n* = 9209, IRI-increased super-enhancer: *n* = 216. Median, middle line inside each box; IQR (interquartile range), the box containing 50% of the data; whiskers, 1.5 times the IQR. **c** The box plot shows that genes assigned to super-enhancers from the IRI-decreased group (*n* = 164) have a lower gene expression level, whereas genes assigned to IRI- increased super-enhancers (*n* = 216) have significantly higher gene expression level compared to SHARED super-enhancers (*n* = 385). Median, middle line inside each box; IQR (interquartile range), the box containing 50% of the data; whiskers, 1.5 times the IQR. One-way ANOVA with Tukey post hoc test was applied. **d** *Spp1* as a representative gene for gaining transcriptional marks is significantly upregulated at IRI d2 (based on RNA-seq data). *Hnf1b* is a representative gene assigned to a SHARED super-enhancer. Two-sample *t*-test was applied (two-sided). Individual data points and box-plot with mean ± max, min are shown. *n* = 4 biologically independent samples. **e** The induced expression of *Spp1* goes along with gained enhancer elements at IRI d2. The enhancers are characterized by strongly increased H3K27ac and BRD4 coverage. The gene body shows strongly increased Pol II binding. RNA-seq track shows increased expression on exon elements after injury. **f** *Hnf1b* enhancers show mild reductions in BRD4, Pol II and H3K27ac binding. RNA-seq track shows unchanged expression on exon elements after injury.

Integration with RNA-Seq data showed that the expression changes for super-enhancer associated genes were more pronounced than lone enhancer associated genes (Fig. 3b). Moreover, genes associated with gained super-enhancers had significantly higher fold changes in expression compared to genes associated with lost or unaffected super-enhancers (Fig. 3c). 

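Genes assigned to gained super-enhancers rose after IRI relative to those of SHARED super-enhancers. In each library the mean log2 CPM of the gained group was set against that of the SHARED group, with the gene assignments of Supplementary Data 6 to 8. The difference was -0.91 ± 0.02 (SD, n = 4 mice) in SHAM and -0.47 ± 0.06 (SD, n = 4) in IRI, a rise of 0.44 that held in every IRI library (exact permutation test, two-sided, p = 0.0286). Of 195 tested genes with a gained super-enhancer, 37 were higher in IRI and 8 were lower. With a lost super-enhancer, 27 of 193 tested genes were lower and 9 were higher, and with a SHARED one 31 of 425 were higher and 40 lower. The mean of the lost group fell by 0.11 relative to SHARED (exact permutation test, two-sided, p = 0.0286). With the median over genes in place of the mean its change was 0.0111 instead (exact permutation test, two-sided, p = 0.8). Gained against lost, the rise was 0.54 (exact permutation test, two-sided, p = 0.0286). These 3 comparisons keep a p of 0.0286 after Benjamini-Hochberg adjustment. Mice and not genes are the replicates here, and 77 genes stand in more than 1 of the groups.

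**Figure D2:**
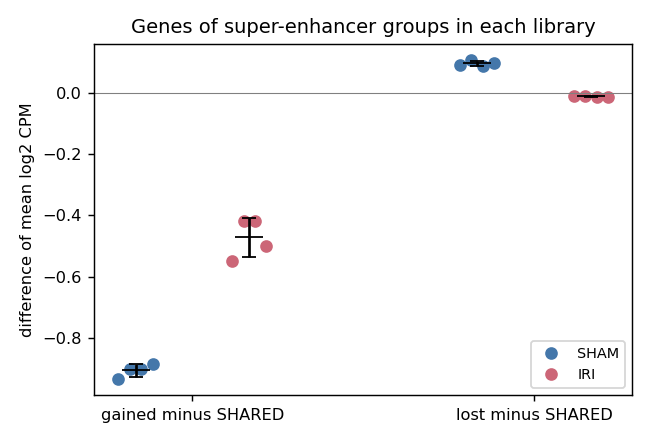
Difference of mean log2 CPM between genes of gained or lost super-enhancers (x axis) and genes of SHARED super-enhancers (y axis, log2 units) in SHAM and IRI libraries, with a point per mouse and bars for the mean and SD of 4 mice. The gained group moves from -0.91 to -0.47 and the lost group from 0.10 to -0.01.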

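*Spp1* encodes osteopontin, a secreted protein that binds integrins and calcium and that injured tubules release. The gene lies on chromosome 5 of mm10 from 104435118 to 104441050 and is assigned to a gained super-enhancer in the paper's supplementary table. Its normalized count was 8649 ± 251 (SD, n = 4 mice) in SHAM and 201965 ± 15039 (SD, n = 4) in IRI, a log2 fold change of 4.55 (standard error 0.13, adjusted p = 1.2e-10), and every IRI mouse lay above every SHAM mouse (exact permutation test, two-sided, p = 0.0286).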

One example for a gene with increased expression and a gained super-enhancer is *Spp1* (Fig. 3d, e). 

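By mean normalized count, *Spp1* stood at place 1 of all genes in IRI kidneys, above *Gpx3*, a selenium enzyme that the proximal tubule secretes into plasma, and the nuclear RNA *Malat1*. It came first in 3 of the 4 IRI libraries and at place 2 in IRI replicate 1, behind *Gpx3*. In SHAM libraries its place lay between 179 and 197. *Spp1* took 0.0600% ± 0.00190 (SD, n = 4) of counts in SHAM and 1.69% ± 0.180 (SD, n = 4) in IRI. At place 1 in SHAM stood *Kap*, a kidney protein made under androgens. The mean of *Gpx3* was 172055 ± 15764 (SD, n = 4) in IRI. Genes of the mitochondrial genome, which take many reads in tubule cells, are not among the counted genes, so the order covers the counted ones.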

The *Spp1* gene product had the highest abundance according to normalized read counts after kidney injury compared to all other genes. Also the Spp1 protein plasma levels are significantly increased of this secretory protein (Supplementary Fig. 3c). *Hnf1b*, an important transcription factor in the kidney epithelium, which controls expression of genes responsible for development, solute transport and metabolism, is a representative gene for the class of unchanged genes and of SHARED super-enhancer where there is no change with IRI (Fig. 3d, f, Supplementary Fig. 3)^32^. 

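HNF1B keeps tubule cells differentiated, and its gene *Hnf1b* lies on chromosome 11 of mm10 from 83850063 to 83905819. Normalized counts of *Hnf1b* had a mean of 1190.2 in SHAM, between 1042 and 1341 over the 4 mice, and a mean of 937 in IRI, between 853 and 1030.2, a log2 fold change of -0.35 (standard error 0.12, adjusted p = 0.0267). The change passed the FDR of 5% and stayed under the 2-fold threshold, with every IRI mouse below every SHAM mouse (exact permutation test, two-sided, p = 0.0286). *Hnf4a*, another factor that keeps the proximal tubule differentiated, changed by -0.79 (standard error 0.12, adjusted p = 8.4e-05) on the log2 scale, also under that threshold.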

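Super-enhancers lay near genes of high abundance in both conditions. Of 493 SHARED and lost super-enhancers with an assigned gene, 359 had a gene among the top 20% of all counted genes by mean normalized count in SHAM, 72.8% (95% interval 68.7 to 76.7, exact Clopper-Pearson). Of 515 SHARED and gained super-enhancers, 352 had one in IRI, 68.3% (95% interval 64.1 to 72.3, same method). Single libraries gave 72.0% to 73.4% in SHAM and 67.4% to 69.7% in IRI. In IRI the share was 74.0% for SHARED and 57.2% for gained super-enhancers. The gained ones reached 52.0% in SHAM, before injury, and the lost ones 71.5% in SHAM and 70.9% in IRI. Random draws of as many genes per super-enhancer, 1000 of them, gave a median of 27.2% and at most 34.3% in SHAM, and a median of 26.6% and at most 34.4% in IRI. The gene assignments are those of Supplementary Data 6 to 8, which reach to 100 kb, and the share depends on the set of genes ranked.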

Overall, 83% of the identified super-enhancers (SHARED combined with IRI-decreased super-enhancers in SHAM samples) and 71% of SHARED combined with IRI-increased super-enhancers in IRI samples can be annotated to at least one highly abundant gene (top 20%) in SHAM and IRI day 2 samples, respectively (Supplementary Data 6–8), reflecting super-enhancer association to high abundant gene expression and the important role of super-enhancers in kidney epithelial cells.

### Transcription factor binding predicted by motif analysis

Little is known about the characteristics of transcription factor binding at specific enhancer sites in the regulation of repair. Therefore and to further validate the identified enhancer and super-enhancer sites we studied potential transcription factor (TF) binding motifs in our enhancer repertoire and subsequently measured a selection of predicted TFs with ChIP-seq.

First, we identified candidate TFs regulating the enhancer landscape in kidney cells via motif discovery analysis. The identified transcription factor motifs in the SHARED, IRI- decreased, and IRI-increased enhancer groups are shown in Supplementary Data 9. Further, Supplementary Fig. 5a shows the top ten transcription factor motifs in the SHARED, IRI-decreased and IRI-increased enhancer groups as defined by *p*-value. The *p*-value reflects the enrichment of the TF motif in the enhancer sequences compared to the background sequences. In contrast, Supplementary Fig. 5b shows the percentage of enhancer sequences having the underlying TF motif. 

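Factors of the AP-1 family rose after IRI. AP-1 is a pair of FOS and JUN proteins that cells switch on under stress, and its motif stands among those of the IRI-increased enhancers. Of the 12 tested genes behind the 10 top motifs of IRI-increased enhancers, 7 were higher in IRI, *Atf3*, *Fos*, *Fosb*, *Fosl1*, *Fosl2*, *Jun* and *Junb* (7 when adjusted over the list alone; camera's adjusted p = 0.000619, and 0.437 with an estimated correlation). *Fos* rose from 10.0 ± 3.05 (SD, n = 4 mice) to 82.6 ± 24.3 normalized counts (SD, n = 4), a log2 fold change of 3.02 (standard error 0.28, adjusted p = 1.6e-06). *Fosl1*, which encodes FRA1, had no count in SHAM and was at least 20.0-fold higher in IRI, with 3 counts over the SHAM group as the floor, and it shares 1163 of its exonic bases with *Ccdc85b* on the opposite strand. *Fosl2* had a log2 fold change of 1.31 (standard error 0.17, adjusted p = 2.9e-05), *Junb*, which shares 173 of its exonic bases with *Prdx2* on the opposite strand, one of 1.54 (standard error 0.21, adjusted p = 3.7e-05) and *Jun* one of 1.03 (standard error 0.23, adjusted p = 0.00183). Without SHAM replicate 1 or without IRI replicate 3 *Jun* stayed under the 2-fold threshold, at 0.98 and 0.93. *Stat3*, which relays interleukin 6 signals, changed by 1.13 (standard error 0.12, adjusted p = 4.0e-06) and shares 72 of its exonic bases with *Stat5a* on the opposite strand. *Esrrb*, an orphan nuclear receptor of energy metabolism, was the gene that fell, by 1.80 on the log2 scale (standard error 0.16, adjusted p = 1.0e-06), among 13 tested genes behind the 10 top motifs of IRI-decreased enhancers (1 lower when adjusted over the list alone; camera's adjusted p = 0.113, not past the threshold). The glucocorticoid receptor *Nr3c1* changed by -0.22 (standard error 0.09, adjusted p = 0.0646) and *Stat5b* by -0.41 (standard error 0.12, adjusted p = 0.0115), neither past both thresholds. In all, 84 factors were listed from the enhancer motifs and 68 were tested. Of these 11 were higher and 1 was lower at both thresholds, 17.6% against 16.9% of all tested genes, and 32 passed the FDR of 5% alone.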

Among the predicted transcription factors many of them are also differentially regulated after injury (Supplementary Fig. 5c).

Based on the motif discovery analysis and availability of suitable antibodies we selected transcription factors in each group for validation in ChIP-seq experiments. Out of the selected transcription factors, namely HNF4A^33,34^, GR, Fos-related antigen 1 (FRA1), Fos-related antigen 2 (FOSL2), Jun proto-oncogne (JUN), and STAT 3 and 5 we were able to generate high quality ChIP-seq profiles for four transcription factors which have important roles in kidney epithelial cell fate and response to injury- HNF4A^33^, GR^35^, STAT3^36^, and STAT5^37^. We analyzed the genome-wide binding of these four transcription factors on the identified enhancer elements in the three categories: SHARED, IRI-decreased, and IRI-increased (Fig. 4a). We observed reduced binding of HNF4A and GR at SHARED and IRI-decreased enhancer elements. STAT3 showed decreased binding at IRI-decreased enhancer elements and increased binding at IRI-increased enhancer elements. We could not observe a dynamic binding pattern of STAT5 after IRI. Representative enhancer loci with binding of the four transcription factors are shown in Fig. 4b and Supplementary Fig. 6. At the enhancer element next to Slc34a1 we observed reduced binding of HNF4A, GR, and STAT3. At the Junb locus we find additional STAT3 binding after IRI indicating Junb activation by STAT3 (Fig. 4b). Interestingly at the regulatory element next to Havcr1 we observed GR binding before injury and reduced GR binding after IRI indicating GR may have a repressive function on Havcr1 before injury (Supplementary Fig. 6a). Super-enhancer elements occupied by the identified transcription factors are shown in the Spp1 and Hnf1b locus (Supplementary Fig. 6a). Bcl6 and Neat1 control loci provide visual proof of the technical quality of the ChIP-seq in SHAM and IRI kidney cortex samples (Supplementary Fig. 6b).

**Fig. 4:**
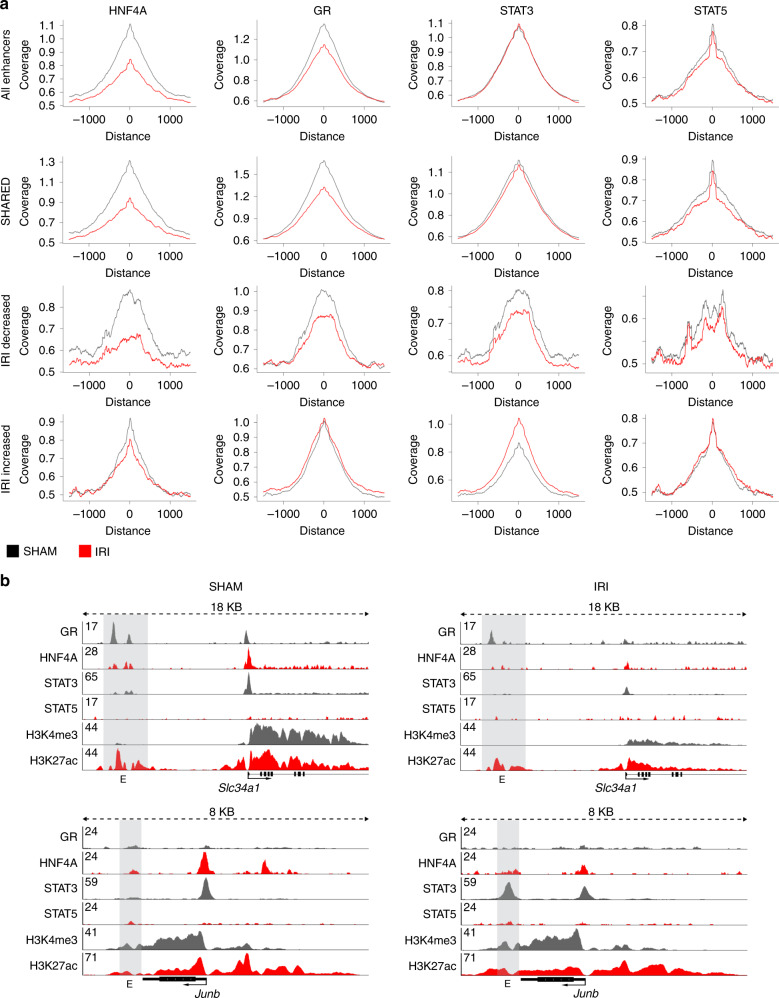
HNF4A, GR, STAT3, and STAT5 binding at enhancer elements. **a** Genome-wide coverage plots at all, SHARED, IRI-decreased and IRI-increased enhancers. The coverage for HNF4A and GR decreased in SHARED and IRI-decreased enhancer group after IRI. In contrast, STAT3 shows increased coverage at IRI-increased enhancers. STAT5 peak height at enhancer elements is unchanged after kidney injury. **b** Representative examples of transcription factor binding at enhancer sites in kidney epithelia cells. The Slc34a1 and Junb genomic locus are shown for HNF4A, GR, STAT3, and STAT5 binding together with H3K4me3 and H3K27ac in the SHAM (left) and IRI (right) condition. Enhancer elements are indicated by gray bars.

In summary, we predicted distinct transcription factor panels and demonstrate three transcription factors, HNF4a, GR, and STAT3, which are potentially involved in enhancer dynamics and therefore potentially significantly contribute to shaping the enhancer landscape in the kidney before and after kidney injury.

### BET inhibition increases mortality after experimental AKI

As proof of principle of the role of the observed enhancer and super-enhancer dynamic after kidney injury, we selectively disrupted the BET family, and examined the phenotypic consequences of BET dependent enhancer inhibition. The BET inhibitor, JQ1, was administered prior to injury or later during recovery from IRI in mice. First, we clarified the importance of the different BET family members (BRD2, BRD3, and BRD4) in the kidney. We performed immunofluorescence staining and ChIP-seq experiments for BRD4, BRD2, and BRD3. We found that BRD4 is the dominant member of the BET family in the kidney with higher protein abundance and genome-wide binding at regulatory elements compared to BRD2 and BRD3 which have low protein abundance and low binding at the genome before and after IRI (Supplementary Fig. 7).

Wild-type adult male C57BL/6 mice were injected with JQ1 (50 mg/kg BW) daily starting at the day of IRI surgery (day 0) (Fig. 5a), a dose and schedule well tolerated in the previous studies^31,38,39^. Compared to SHAM mice we detected a 10 to 20-fold increase in serum creatinine at day 1 after IRI, indicating we sucessfully induced AKI in our IRI animals (Fig. 5b). The increase of serum creatinine at day 1 after IRI was equal between IRI vehicle and IRI JQ1 group, suggesting BET inhibition did not modify the ischemia-induced initial renal injury (Fig. 5b). Strikingly, while vehicle-treated mice showed the expected 20% mortality after 26 min bilateral warm ischemia, mice treated with JQ1 had 80% mortality dying 2–3 days post surgery (Fig. 5c, log rank *p* = 0.0186), indicating kidneys exposed to JQ1 treatment have an impaired recovery response after injuy. Of note, surviving mice in the IRI JQ1 group were the ones with the lowest creatinine at day 1 post surgery.

**Fig. 5:**
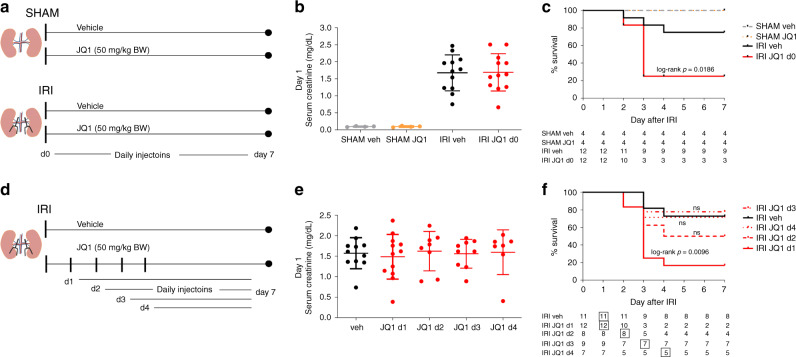
Phenotypic consequences of BET inhibition after experimental AKI. **a** C57BL/6N mice (10- to 12-week-old males) were treated daily starting at the day of SHAM or IRI surgery (d0) with JQ1 (50 mg/kg BW) or vehicle (DMSO/10% ß-cyclo dextrin 1:10). **b** Serum creatinine (mg/dL) values in SHAM and IRI animals with vehicle or JQ1 at day 1 after surgery are shown (individual data points and mean ± SD). SHAM: *n* = 4; IRI: *n* = 12 biologically independent samples. **c** Survival curves after IRI surgery (ischemic time was 26 min at 37 °C). JQ1 treatment leads to 80% mortality after IRI surgery. Table shows number of animals alive at indicated days. **d** Experimental design of delayed treatment with JQ1 (50 mg/kg BW) after IRI starting at day 1, day 2, day 3 or day 4. **e** Serum creatinine levels at day 1 after IRI, verifying that AKI was induced to a roughly equivalent extent in each of the groups of animals that were subsequently treated with JQ1 (individual data points and mean ± SD). IRI veh: *n* = 11; IRI d1: *n* = 12; IRI d2: *n* = 8; IRI d3: *n* = 9; IRI d4: *n* = 7 biologically independent samples. **f** Survival curve after delayed JQ1 treatment starting day 1, day 2, day 3 or day 4. Table indicates number of animals alive at each day. Box indicates start of vehicle or JQ1 treatment. Source data are provided as a Source data file.

To investigate whether the effects seen were specific to BET inhibition rather than nonspecifically induced by transcriptional inhibition we compared the response to inhibition of BETs to the response to CDK9 inhibition with flavopiridol. It was shown recently that BET proteins act as master transcription elongation factors independent of CDK9 recruitment^40^. We observed no significant increase in mortality with two tested concentrations of CDK9 inhibitor (flavopiridol 2.5 mg/kg and 1 mg/kg body weight per day when we started the treatment 3 h before the surgery (IRI SHAM: 75% survival, *n* = 4; IRI flavopiridol 1 mg/kg: 83% survival, *n* = 6; IRI flavopiridol 2.5 mg/kg: 67% survival, *n* = 6)).

To evaluate the effect of delayed treatment of JQ1 after AKI in mice and to estimate the time window in which JQ1 had a detrimental effect on the survival after AKI we treated C57BL/6 mice with JQ1 starting at day 1, day 2, day 3 or day 4 after IRI surgery (Fig. 5d). Again, serum creatinine at day 1 after injury was not different between the vehicle and JQ1 treatment groups (Fig. 5e). There was a significant increase in mortality rate after IRI at 83% (log rank *p* = 0.0096) in mice exposed to delayed JQ1 treatment starting at day 1. When JQ1 treatment was started at day 2 there was a higher mortality rate (50%), but without reaching statistical significance. When JQ1 was initiated on day 3 or 4 post IRI the survival rate did not change compared to the vehicle-treated group (Fig. 5f). The higher mortality rate when mice are treated with JQ1 within 48 h of IRI suggests that within this window of time BET dependent transcriptional activation is essential to control gene expression central to the early survival after IRI-induced AKI. The lack of mortality with JQ1 administration at later times after the initial ischemia also points to the lack of generalized toxicity and is compatible with an inhibitory effect on early repair as an explanation for the mortality seen with early JQ1 exposure after injury.

### Transcriptional consequences of BET inhibition

To gain insights into the transcriptional consequences of BET inhibition in kidney injury and repair, we performed transcriptional profiling of vehicle- and JQ1-treated kidney cortex samples from animals at day 2 after IRI. 

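JQ1 fits into the pocket with which BET proteins hold acetylated histones, and so takes them off enhancers and promoters. The 4 treated mice received 50 mg per kg body weight daily from the day of IRI surgery, with the same surgery, tissue and day of sampling as the vehicle group. Beside the SHAM and IRI libraries described for the earlier comparison stand 4 libraries of IRI JQ1 kidneys, and the sample labels do not say whether SHAM mice received vehicle. Their files hold raw counts made in the same way, with 12774332 to 14194015 counts in genes per library. Counts in genes made up 27.0% ± 0.620 (SD, n = 4) of the tallied entries. Entries aligned to more than 1 place made up 39.3% ± 0.613 (SD, n = 4), a share above that of every IRI library (exact permutation test, two-sided, p = 0.0286). The 10 most abundant genes took 11.4% of the counts. *Malat1*, an RNA kept in the nucleus, was the most abundant of them. IRI JQ1 was compared with IRI and with SHAM in the model of all 12 libraries, at the same thresholds, and the IRI libraries serve in both comparisons.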

Principal component analysis (PCA) shows clear separation between SHAM, IRI, and IRI JQ1 (d0) treated kidney profiles by visualizing principal component (PC) 1 (67% variance) and PC 2 (29% variance) (Fig. 6a). Also at day 2 after IRI we couldn’t detect any significant difference in serum creatinine with JQ1 d0 treatment compared to the vehicle group (Fig. 6b). By contrast, at the transcriptional level a total of 2635 transcripts (1716 up, 919 down) were differentially regulated between SHAM vs. IRI and 3054 transcripts (676 up, 2378 down) were differentially regulated between IRI vs IRI JQ1 (Supplementary Data 1, 2, 10, and 11). 

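The first component set injured kidneys apart from SHAM kidneys, and the second set treated apart from untreated injured kidneys. Over the 500 most variable genes, as log2 CPM, PC1 held 66.3% and PC2 28.8% of the variance. On PC1 the mean score was -49.3 ± 0.626 (SD, n = 4 mice) in SHAM, 29.9 ± 5.67 in IRI and 19.4 ± 5.42 in IRI JQ1. SHAM and IRI lay apart (exact permutation test, two-sided, p = 0.0286), whereas the scores of IRI and IRI JQ1 overlapped (p = 0.0857 from the same exact test). On PC2 IRI stood at 24.9 ± 4.76 and IRI JQ1 at -29.3 ± 12.3, with SHAM between them at 4.35 ± 0.936 (SD, n = 4 in each group). There the IRI and IRI JQ1 libraries lay apart (p = 0.0286, exact).

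**Figure D3:**
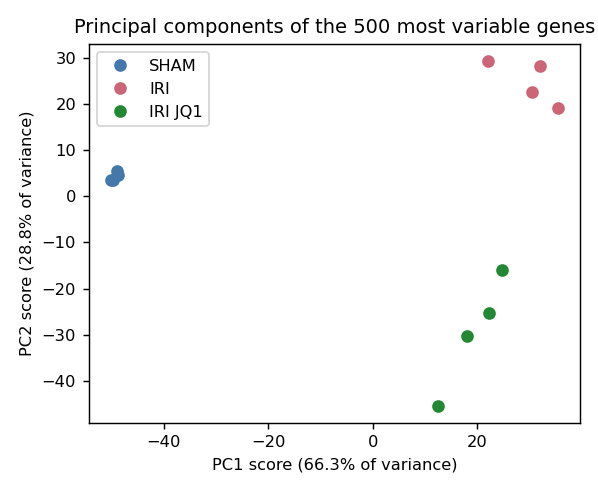
Scores on PC1 (x axis) and PC2 (y axis) of log2 CPM, with a point for each of the 12 libraries. IRI libraries sit between 19.3 and 29.3 on PC2, and IRI JQ1 libraries between -45.4 and -16.0 on PC2.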

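Among the tested genes, 2119 were lower and 570 higher in IRI JQ1 than in IRI kidneys at both thresholds. At the FDR alone 4340 were lower and 4096 higher. That near balance depends on the scaling, since TMM factors leave the median log2 change of all genes at -0.02. With library sizes alone in place of TMM factors 260 were higher at both thresholds. *Ccr2*, the receptor that calls monocytes out of the blood, fell from 277 ± 186 (SD, n = 4 mice) to 2.94 ± 2.94 normalized counts (SD, n = 4), a log2 fold change of -6.45 (standard error 0.65, adjusted p = 7.9e-06), or -7.41 without IRI JQ1 replicate 1. *Aplnr*, the apelin receptor, changed by -5.14 (standard error 0.61, adjusted p = 2.3e-05) and *Mab21l3* by -4.56 (standard error 0.30, adjusted p = 5.6e-07). *Acmsd*, an enzyme of tryptophan breakdown in the proximal tubule that shares 94 of its exonic bases with *2900009J06Rik* on the opposite strand, changed by -4.48 (standard error 0.27, adjusted p = 4.0e-07). Genes of fat burning were among those that rose. Of 30 genes of fatty acid oxidation, 7 were higher and 1, *Acox2*, was lower (7 and 1 when adjusted over the list alone; camera's adjusted p = 1.1e-06, and 0.437 with an estimated correlation). *Ehhadh*, a peroxisomal enzyme of that pathway, had a log2 fold change of 2.98 (standard error 0.25, adjusted p = 2.2e-06), and *Hmgcs2*, which makes ketone bodies, one of 3.08 (standard error 0.25, adjusted p = 2.1e-06). *Pdk4*, which steers cells from glucose to fat, rose by 4.06 (standard error 0.43, adjusted p = 1.2e-05), or by 3.46 without IRI JQ1 replicate 3. *Cyp27b1*, which activates vitamin D, rose from 313 ± 269.8 (SD, n = 4) to 9316 ± 3951 (SD, n = 4), by 4.89 (standard error 0.53, adjusted p = 1.3e-05), or by 5.67 without IRI replicate 2. *Cirbp*, an RNA-binding protein induced by cold, rose by 3.54 (standard error 0.28, adjusted p = 1.6e-06) and the antisense RNA *Gm15441*, which shares 606 of its exonic bases with *Txnip* on the opposite strand, by 5.15 (standard error 0.43, adjusted p = 2.2e-06). Counts show abundance relative to the other RNA of a kidney. With library sizes alone the median of all genes shifts by -0.32 from IRI to IRI JQ1 (log2), and by 0.27 from SHAM to IRI, and the changes given are relative to that shift.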

73% of downregulated genes (fold change > 2) after JQ1 treatment can be assigned to active enhancer elements (Chi-square: *p* < 0.001). 

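JQ1 lowered part of the genes that injury raised, and many that did not pass as raised. Of the genes higher in IRI than in SHAM, 648 were lower in IRI JQ1 than in IRI, 42.1% (95% interval 39.6 to 44.6, exact Clopper-Pearson). With library sizes alone in place of TMM factors 990 genes were, and among genes with a mean count of at least 50 404. Independent lists of the lengths found with TMM would share 229.9 genes. Of the 648, 348 no longer passed the thresholds against SHAM, 257 were still higher than in SHAM and 43 were lower. *Mki67*, the proliferation marker Ki67, fell with JQ1 from 6516 ± 747 (SD, n = 4 mice) to 500.1 ± 365 normalized counts (SD, n = 4), by 3.70 on the log2 scale (standard error 0.46, adjusted p = 3.4e-05), after a rise of 5.37 with injury (standard error 0.51, adjusted p = 1.8e-06). *Postn*, a matrix protein of activated fibroblasts, changed by -3.69 (standard error 0.32, adjusted p = 2.8e-06) with JQ1, after a change of 4.30 (standard error 0.34, adjusted p = 4.4e-07) with injury, and *Pbk*, a mitotic kinase, by -4.23 (standard error 0.35, adjusted p = 2.1e-06) after 5.16 (standard error 0.38, adjusted p = 2.3e-07). A further 1471 genes were lower with JQ1 and not higher in IRI at both thresholds, and 1192 of them lay below SHAM in IRI JQ1. At the FDR alone 149 of these were higher in IRI, 426 lower and 896 neither. Without the fold threshold in either comparison 1426 genes were higher in IRI and lower with JQ1. In the other direction 38 genes that fell in IRI were higher with JQ1, where independent lists would share 34.7, and 254 fell at both steps, where they would share 129. Both comparisons share the IRI libraries, so noise there lifts a gene in the first and lowers it in the second. With 2 IRI libraries in each comparison and none in both, the 6 ways to divide them gave 577 to 644 genes, 35.0% to 48.7%.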

Of the 1716 upregulated transcripts after IRI (Fig. 6c), 718 genes showed reduced expression if JQ1 treatment accompanied the IRI (Chi-square *p* < 0.001) (Fig. 6d), which means that approximately 40% of injury-induced genes were suppressed by JQ1 (Fig. 6c). JQ1 suppressed genes are associated with pathways central in kidney repair such as cell cycle, TNF-alpha signaling, ECM-receptor interaction, chemokine signaling, NOD-like receptor signaling, protein digestion and absorption, DNA replication, cytokine–cytokine receptor interaction, PI3K-Akt signaling and p53 signaling pathway (Fig. 6e)^8,29,41,42^. 

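Genes of cell division fell with JQ1. Of the cell cycle genes, 36 of 40 were lower in IRI JQ1 than in IRI and none was higher (36 lower when adjusted over the list alone; camera's adjusted p = 1.3e-12, and 0.437 with an estimated correlation). All 36 had risen after injury. *Cdc20*, which releases cells from mitosis and shares 53 of its exonic bases with *Elovl1* on the opposite strand, had a log2 fold change of -3.91 (standard error 0.33, adjusted p = 2.5e-06) with 4 mice in each group, and *Ccnb2*, a mitotic cyclin, one of -3.85 (standard error 0.35, adjusted p = 3.4e-06). DNA replication fell in 14 of 29 genes (14 when adjusted over the list alone; camera's adjusted p = 1.0e-06, and 0.437 with an estimated correlation). *Tk1*, which salvages thymidine and shares 83 of its exonic bases with *Afmid* on the opposite strand, changed by -2.62 (standard error 0.31, adjusted p = 2.2e-05). Chemokines and their receptors fell in 17 of 21 genes and rose in none (17 when adjusted over the list alone; camera's adjusted p = 5.1e-06, and 0.437 with an estimated correlation), 13 of them genes that injury had raised. Of the cytokine genes, 13 of 28 were lower and *Gdf15* and *Tnfrsf12a* were higher (13 and 2 when adjusted over the list alone; camera's adjusted p = 0.0102, and 0.437 with an estimated correlation), a call lost with library sizes alone. TNF and NF-kB signaling moved both ways, with 15 of 37 genes lower and *Fos*, *Jun* and *Nfkbia* higher (16 and 3 when adjusted over the list alone; camera's adjusted p = 0.00106, and 0.450 with an estimated correlation). *Bcl3*, which tunes NF-kB in the nucleus, changed by -3.16 (standard error 0.28, adjusted p = 2.8e-06). Genes of NOD-like receptor signaling fell in 12 of 21 and rose in 1, *Txnip* (12 and 1 when adjusted over the list alone; camera's adjusted p = 0.000379, and 0.437 with an estimated correlation), and 3 of those that fell, *Nlrp1a*, *Nlrp3* and *Pycard*, had risen after injury. Matrix genes fell in 16 of 44 (16 when adjusted over the list alone; camera's adjusted p = 0.0464, and 0.548 with an estimated correlation), a call that did not hold with library sizes alone, nor without SHAM replicate 1, IRI replicate 2 or 3, or IRI JQ1 replicate 1 or 2. The fibrillar collagen *Col3a1* changed by -2.18 (standard error 0.29, adjusted p = 5.0e-05) and *Col1a1* by -2.55 (standard error 0.31, adjusted p = 2.7e-05). Target genes of p53 did not pass as a list (camera's adjusted p = 0.0737). *Btg2*, *Cdkn1a*, *Gadd45b*, *Gdf15* and *Plk3* were higher and *Bbc3* and *Eda2r* lower (5 and 2 when adjusted over the list alone). Among cell-type markers, those of monocytes and macrophages fell in 10 of 15 genes (10 when adjusted over the list alone; camera's adjusted p = 0.000311, and 0.437 with an estimated correlation) and those of fibroblasts, pericytes and smooth muscle in 7 of 14 (7 when adjusted over the list alone; camera's adjusted p = 0.00460, and 0.437 with an estimated correlation). Neutrophil markers did not pass as a list (camera's adjusted p = 0.960), with *Csf3r* and *Cxcr2* lower (1 when adjusted over the list alone). Each list was written before the data were examined from general knowledge of the pathway and not from a database.

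**Figure D4:**
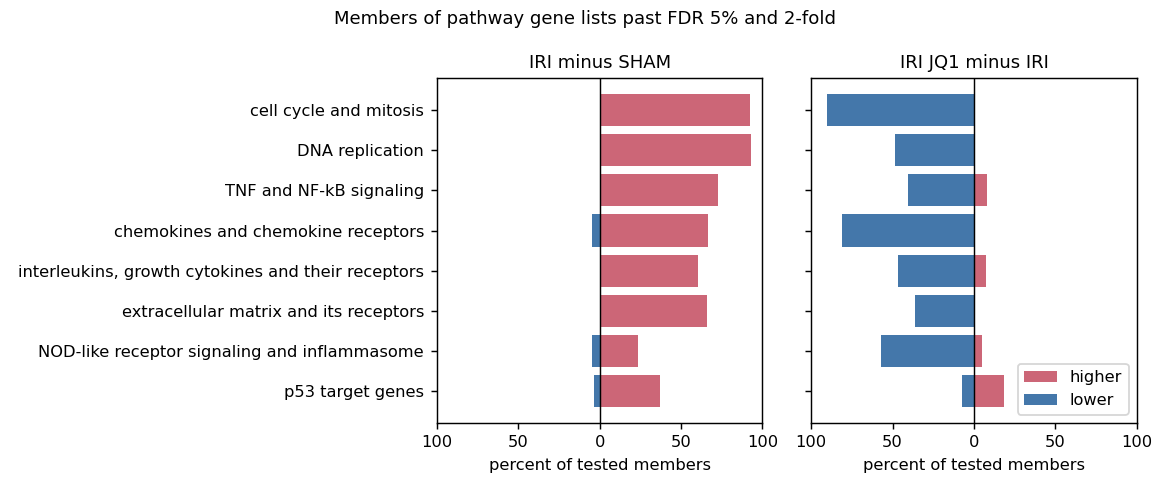
Percent of tested members (x axis) of each gene list (y axis) that were higher or lower in each comparison of 4 mice with 4. Of the cell cycle list 92.5% were higher after IRI and 90% lower with JQ1.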

The top 30 upregulated genes with the highest fold changes after kidney injury are shown in Fig. 6f. Out of the 30 genes 23 were suppressed by JQ1 treatment (FDR < 5%, at least 2-fold reduction), with many of the suppressed genes central to kidney repair such as *Cdk1* (Cyclin-dependent kinase involved in cell cycle progression)^6^. Also at the protein level JQ1 leads to a reduced expression of *KIM-1* and to a marked reduction of proliferating (Ki67+) cells (Fig. 6g). 

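*Cdk1*, the kinase that drives cells into mitosis, lies on chromosome 10 of mm10 from 69335146 to 69352938. It rose from 24.4 ± 5.76 (SD, n = 4 mice) in SHAM to 1113 ± 113 normalized counts (SD, n = 4) in IRI, a log2 fold change of 5.51 (standard error 0.43, adjusted p = 4.0e-07), and stood at 164 ± 104 (SD, n = 4) in IRI JQ1, a change of -2.75 (standard error 0.35, adjusted p = 3.9e-05) from IRI. By edgeR's log2 fold change it held place 50 among the increases after injury. Of the 30 genes with the largest increases in that order, 17 were lower in IRI JQ1 than in IRI at both thresholds, 3 were higher, *Lcn2*, *Flnc* and *Saa1*, and 10 passed in neither direction. Of the 30 genes the paper lists, 17 are among these, and 23 of its 30 were lower here. With the 30 largest taken by DESeq2's fold changes under its normal prior, or among genes with a mean of at least 100 counts in IRI, 23 were lower in either ranking. *Chil3* fell with JQ1 from 243 ± 111 (SD, n = 4) to 27.2 ± 10.6 (SD, n = 4), by 3.14 on the log2 scale (standard error 0.37, adjusted p = 6.7e-05), and *Crlf1* changed by -2.12 (standard error 0.26, adjusted p = 3.1e-05). *Lcn2* rose further, to 11861 ± 3119 (SD, n = 4), by 1.68 (standard error 0.18, adjusted p = 1.0e-05), and *Flnc* by 1.01 (standard error 0.31, adjusted p = 0.0127). *Krt20* had a log2 change of 0.30 with JQ1 (standard error 0.34, adjusted p = 0.470), short of both thresholds. *Havcr1* stood at 3006 ± 2388 (SD, n = 4) in IRI JQ1, a log2 change of -0.96 (standard error 0.39, adjusted p = 0.0467), just under the 2-fold threshold. Without IRI JQ1 replicate 2 the change of *Havcr1* was -1.68 and passed both, as did its change in 5 other alternatives. *Fosl1*, with a change of -1.04 (standard error 0.38, adjusted p = 0.0378), lost its call in 9 of the alternatives tried.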

Corresponding transcript expression levels of *KIM-1* and *Mki67* are significantly reduced as validated by qRT-PCR (Fig. 6h).

**Fig. 6:**
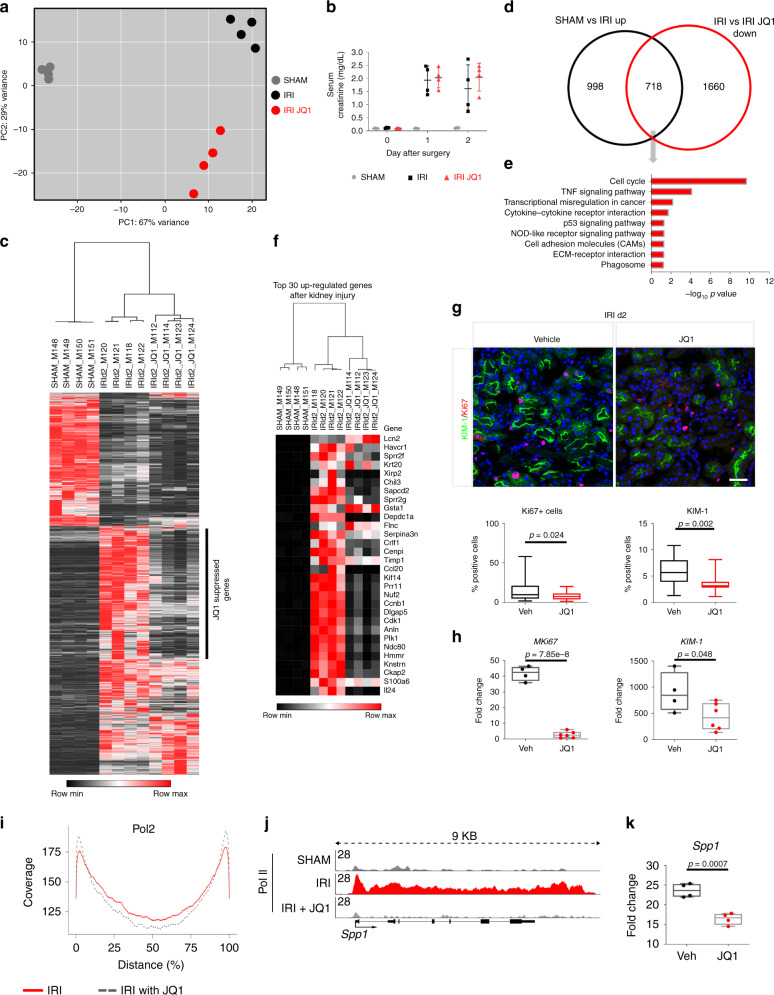
Transcriptional consequences of sBET Inhibition. **a** Principal component (PC) analysis of normalized RNA-seq data matrix of SHAM, IRI and IRI JQ1 kidney cortex samples on day 2 after IRI. **b** Serum creatinine values at days 0, 1, and 2 after IRI comparing SHAM, IRI and IRI JQ1-treated groups. **c** Genes significantly differentially regulated between SHAM and IRI are shown in a heatmap of SHAM, IRI, and IRI JQ1; JQ1 leads to suppression of ~40% upregulated genes after injury. **d** Comparison of significantly upregulated genes 2 days after injury (SHAM vs. IRI up) and significantly down-regulated genes after JQ1 treatment (IRI vs IRI JQ1 down) with an overlap of 718 transcripts (Chi-square test *P* < 0.001) shown in a Venn diagram. **e** KEGG pathways enriched for the 718 genes upregulated after injury and down-regulated by JQ1. **f** Top 30 upregulated genes after injury shown in a heatmap of SHAM, IRI and IRI JQ1 samples. **g** Representative KIM-1/Ki67-immunostained IRI kidney cortex treated with vehicle or JQ1 at day 2 after injury, Quantification of Ki67+ cells (Ki67+ cells/total number of cells (DAPI)) and KIM-1+ surface area per hpf (*n* = 4, 7 high power fields (hpf) per sample). Scale bar: 50 μm. **h** Fold change of Mki67 and KIM-1 after IRI comparing vehicle and JQ1 treated animals at day 2 after injury (vehicle: *n* = 4, JQ1: *n* = 6). **i** Genome-wide assessment of Pol II binding: Genome-wide coverage blots of Pol II on the gene body. Pol II binding after JQ1 treatment is increased at the TSS and decreased across the gene body indicating Pol II pausing **j** Pol II ChIP-seq tracks at the Spp1 gene body. **k** Fold change of Spp1 after IRI comparing vehicle and JQ1 treated animals at day 2 after injury. *n* = 4. Data represent the mean ± min, max. Box contains 50% of the data. *t*-test (two-sided) (**g**, **h**, **k**). Source data are provided as a Source data file.

To further illustrate the consequence of BET inhibition we performed Pol II ChIP-seq with JQ1 treated kidneys after IRI. Through competitive binding of the two extra terminal bromodomains of the BET proteins, JQ1 inhibits the transcriptional elongation process resulting in genome-wide Pol II pausing^43^. We found that JQ1 treatment leads to higher coverage of Pol II on the TSS (0% distance) and lower coverage in the middle of the gene body (50% distance) indicating genome-wide Pol II pausing two days after IRI in the kidney (Fig. 6i). Further, we show the Spp1 gene body for Pol II binding in SHAM, IRI, and IRI + JQ1 treatment (Fig. 6j). Spp1 mRNA expression was also downregulated by JQ1 (Fig. 6k). Together, these results clearly illustrate that BET inhibition impairs the transcriptional response to injury and disrupts acute repair programs in the kidney after IRI.

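Many genes that changed after IRI still differed from SHAM in IRI JQ1 kidneys. Of the 1540 genes that rose after IRI, 892 were still higher than in SHAM, and of the 864 that fell, 707 were still lower. This comparison holds the effect of JQ1 together with that of injury. In the paper's lists for SHAM kidneys, JQ1 without injury raised 9 of the 35 tubular injury genes and lowered 2. It lowered 16 of the 38 transport genes of the proximal tubule and raised 1. Tubular injury genes were higher than in SHAM in 30 of 35 (30 when adjusted over the list alone; camera's adjusted p = 3.1e-14, and 0.159 with an estimated correlation). Cell cycle genes were higher than in SHAM in 36 of 40 (36 when adjusted over the list alone; camera's adjusted p = 1.5e-05, and 0.471 with an estimated correlation) after their fall from the IRI level. In 15 of these 36 every IRI JQ1 mouse lay above every SHAM mouse, and IRI JQ1 replicate 3 lay above all SHAM mice in 15, against 35 to 36 for the other replicates. *Mki67* ranged from 92.0 to 939 normalized counts in IRI JQ1 and from 128 to 173 in SHAM (exact permutation test, two-sided, p = 0.143). Transporters and endocytic receptors of the proximal tubule lay below SHAM in 26 of 38 (26 when adjusted over the list alone; camera's adjusted p = 3.2e-08, and 0.382 with an estimated correlation). *Slc34a1* was at 36687 ± 8687 (SD, n = 4 mice) and changed by -0.03 (standard error 0.19, adjusted p = 0.913) from IRI on the log2 scale, and *Kl* by -0.04 (standard error 0.17, adjusted p = 0.852), neither past the thresholds. *Hexim1*, which holds back the elongation kinase of RNA polymerase II, went from 844 ± 82.8 (SD, n = 4) in IRI to 3107 ± 559.6 normalized counts (SD, n = 4) in IRI JQ1, a log2 fold change of 1.88 (standard error 0.12, adjusted p = 5.6e-07). *Brd2*, a BET gene, rose from 2086 ± 119.7 (SD, n = 4) to 8972 ± 3246 (SD, n = 4), by 2.10 (standard error 0.20, adjusted p = 5.3e-06), and shares 360 of its exonic bases with *H2-DMa* on the opposite strand. *Brd4* changed by 0.77 (standard error 0.18, adjusted p = 0.00236) and *Brd3* by -0.49 (standard error 0.09, adjusted p = 0.000479), neither past 2-fold. Of 12 genes of BET proteins and elongation control, these 2, *Brd2* and *Hexim1*, were higher at both thresholds (2 when adjusted over the list alone; camera's adjusted p = 0.00184, and 0.437 with an estimated correlation). Of 15 genes of AP-1 and related factors 6 were higher, *Atf3*, *Fos*, *Fosb*, *Jun*, *Jund* and *Mafk*, and 3 lower, *Bach2*, *Batf2* and *Fosl1* (6 and 3 when adjusted over the list alone; camera's adjusted p = 0.0391, and 0.483 with an estimated correlation), a call lost without IRI replicate 1 or without IRI JQ1 replicate 3. *Fos* went up to 269 ± 46.6 (SD, n = 4), a log2 fold change of 1.70 (standard error 0.21, adjusted p = 2.8e-05) from IRI, *Jun* by 1.90 (standard error 0.22, adjusted p = 2.2e-05) and *Jund* by 1.79 (standard error 0.22, adjusted p = 2.8e-05). The nuclear RNA *Neat1* rose from 24697 ± 6110.1 (SD, n = 4) to 131862 ± 40628 (SD, n = 4), by 2.42 (standard error 0.24, adjusted p = 7.9e-06). *Spp1* stood at 140088 ± 11774 (SD, n = 4) in IRI JQ1, a log2 change of -0.53 (standard error 0.11, adjusted p = 0.00161) from IRI, under 2-fold, and every IRI JQ1 mouse lay below every IRI mouse (exact permutation test, two-sided, p = 0.0286). From the genes of repair that JQ1 lowered and further assays, the paper concludes that BET inhibition weakens the transcriptional answer to injury and disturbs repair. Those assays include RNA polymerase II along genes, and proliferating cells and KIM-1 protein, both reduced with JQ1. The paper also reports lower RNA of *Havcr1* and *Mki67* by qRT-PCR, and lower *Spp1* RNA.

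**Figure D5:**
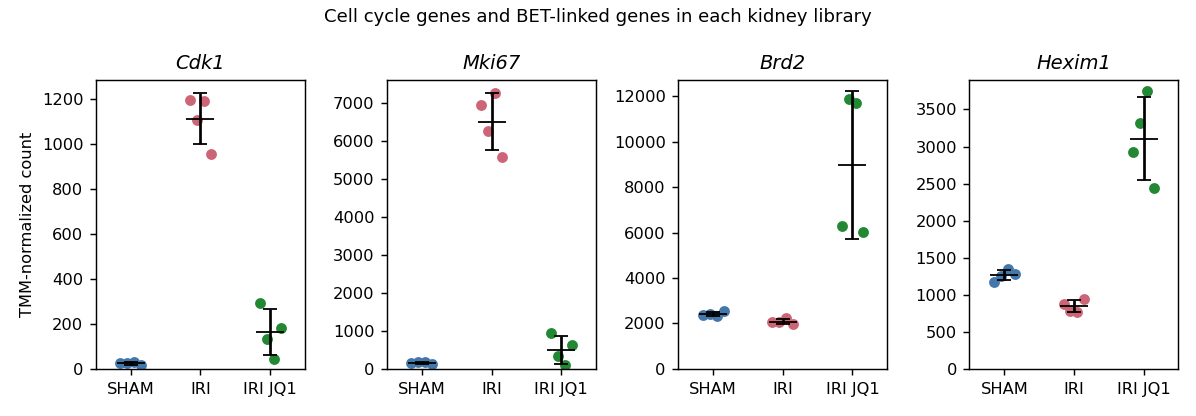
TMM-normalized counts (y axis) of *Cdk1*, *Mki67*, *Brd2* and *Hexim1* in SHAM, IRI and IRI JQ1 kidneys (x axis), with a point for each mouse and bars for the mean and SD of 4 mice. *Hexim1* counts lie between 2439 and 3751 in IRI JQ1, above every other mouse.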

To also explore the function of BET proteins in the maintenance of kidney specific transcriptional programs without injury we compared SHAM vehicle vs SHAM JQ1 d0 treated kidneys at day 2 after SHAM surgery. Surprisingly, also in the healthy kidney BET inhibition leads to significant changes on the transcriptional level. A total of 2441 transcripts (774 up, 1667 down) were differentially regulated comparing SHAM vehicle vs. SHAM JQ1 (Supplementary Data 12 and 13). Among the 1667 downregulated transcripts many genes are involved in the normal functions of the kidney such as genes with kidney specific transporter activity (Supplementary Data 14). Of the 334 transcripts identified as kidney related in a whole-body tissue comparision^44^ 99 were significant down-regulated by JQ1 in the kidney (Supplementary Data 15, Chi-square *p* < 0.001). Therefore, our data suggest that BET proteins are important in the maintenance of kidney specific transcriptional programs and essential in the transcriptional regulation of early kidney repair.

### Evaluation of BET inhibition in kidney fibrosis

To evaluate kidney fibrosis development after IRI we treated C57BL/6 mice with JQ1 starting at day 4 after injury once the initial phase of post-ischemic transcriptional response had subsided^4^. Mice were randomly assigned to vehicle or JQ1-treated groups (Supplementary Fig. 8a). Two mice died before the start of the treatment at day 3 after IRI. BUN trajectories were not different between vehicle and JQ1 group after injury (Supplementary Fig. 8b). Interestingly, also gene expression levels at day 21 of fibrosis-associated genes, such as *KIM-1*, *Acta2*, *Ctgf*, *Col1a1*, and *c-Myc* were not differentially regulated with JQ1 treatment (Supplementary Fig. 8c). Furthermore, we evaluated the amount of fibrosis in these kidneys by Masson Trichrome-staining at day 21 and saw no significant reduction by JQ1 treatment (Supplementary Fig. 8d). Also of note, the severity of fibrosis seen at day 21 after AKI induced by IRI was moderate with only ~5% Masson Trichrome-positive area in the vehicle group; therefore, we evaluated the effect of fibrosis development under JQ1 treatment in two different kidney fibrosis models where the fibrosis is more severe, namely aristolochic acid toxic nephropathy (AAN) and unilateral ureteral obstruction (UUO).

A single injection of aristolochic acid (AA) (3 mg/kg BW) to BALB/c mice was combined with a daily treatment of JQ1 in two treatment arms: (1) starting the same day as the AA injection (group: JQ1 d0) or (2) starting on day 7 after AA injection (group: JQ1 d7) (Fig. 7a). AA treatment alone resulted in severe kidney injury, as indicated by increased serum creatinine levels (Fig. 7b), but was not associated with mortality as there was 100% survival in the vehicle-treated mice (Fig. 7c). Daily JQ1 treatment commencing on day 0 or 7 after AA injection did not alter serum creatinine (Fig. 7b). Thirty-three percent mortality was detected in the early JQ1 treated mice (JQ1 d0; two out of six mice died, log rank *p* = 0.072), compared to no mortality in the delayed JQ1 treated mice (JQ1 d7). At the protein level JQ1 d0 and JQ1 d7 compared to vehicle lead to similar reductions of *Acta2*, and *Ki67*+ cells (Fig. 7d, e) on day 21, confirming reduced myelofibroblasts and proliferation in these kidneys.

**Fig. 7:**
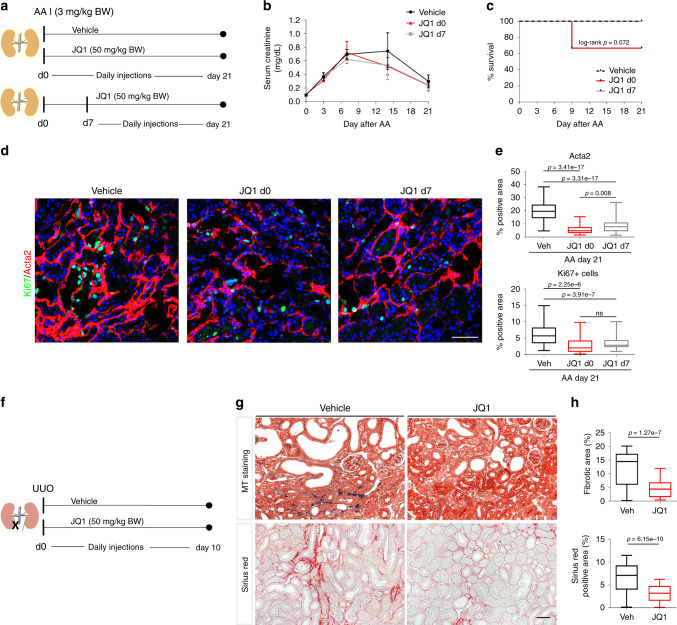
BET inhibition blocks fibrosis development in AAN and UUO. **a** BALB/c mice (10- to 12-week-old males) were treated daily with JQ1 (50 mg/kg) or vehicle (DMSO/10% ß-cyclo dextrin 1:10) starting on the day of aristolochic acid (AA) injection (3 mg/kg BW) or day 7 after AA injection. Mice were sacrificed on day 21 after AA injection. **b** Serum creatinine (mg/dL) trajectories of vehicle and JQ1 treated mice from day 0 until day 21 after AA (mean ± SD). vehicle: *n* = 7; JQ1 d0: *n* = 6; JQ1 d7: *n* = 8 biologically independent samples. **c** Survival curves after AA injection: 100% survial in vehicle and JQ1 d7 group, 67% survival in mice treated with JQ1 from day 0 until day 21 after AA injection. **d** Representative Ki67-1/Acta2-immunostained AAN kidneys treated with vehicle or JQ1 d0 or JQ1 d7. **e** Quantification of α-SMA+ (Acta2) surface area. Percentage of Ki67+ cells (Ki67+ cells/total number of cells (DAPI) per hpf). vehicle: *n* = 7 (60 hpf); JQ1 d0: *n* = 4 (33 hpf); JQ1 d7: *n* = 8 (64 hpf) at least 8 hpf per sample. **f** C57BL/6N mice (8- to 10-week-old males) were treated daily starting at the day of UUO surgery with JQ1 (50 mg/kg) or vehicle, and were sacrificed on day 10 after surgery. **g** Representative trichrome-stained and Sirius-red stained sections. **h** Quantification of fibrotic area (masson trichrome +-stained) (*n* = 7, 5 hpf per sample) and Sirius red+ area (collagen) (*n* = 7, at least 7 hpf per sample. *t*-test (two-sided). Data represent the mean ± min, max. Box contains 50% of the data. Scale bars: 100 µm (**d**), 50 μm (**g**). Source data are provided as a Source data file.

To further evaluate the anti-fibrotic effects of JQ1, permanent injury was induced to the left kidney, through irreversible obstruction of the ureter resulting in a severe fibrotic phenotype within 10 days after obstruction (Fig. 7f). BET inhibition significantly reduced the severity of fibrosis in JQ1 treated C57BL/6N mice after UUO as reflected by decreased trichome-positive area and collagen deposition (assessed by Sirius red-staining) (Fig. 7g, h) which is consistent with the current literature^45–47^. No mortality was observed in the treatment arms as kidney function was maintained by the contralateral, uninjured kidney. In summary, these data derived from IRI, UUO and AAN models suggest that BET dependent gene regulation is essential in kidney repair and also plays a part in the development of kidney fibrosis post injury.

## Discussion

Surviving kidney tubular cells have to undergo phenotypic and transcriptional changes to initiate the repair of the tubular structure and restore kidney function after AKI. We have determined epigenetic changes that occur after kidney injury during the early repair phase. We profiled the enhancer and super-enhancer repertoire in normal kidney and during the proliferating repair phase 2 days after IRI. This yields a rich resource of epigenomic data of distal regulatory elements controlling the expression of critical genes and pathways involved in kidney injury and repair. Our data suggest that enhancer regulation and genes controlled by these enhancer elements are disproportionally enriched during repair. Early after an insult to the kidney, a cascade of downstream signaling events, involving cytokine, chemokine and kinase-dependent signaling^48^, are activated^4^. These signals recruit key signal-dependent transcription factors, such as STAT3 or AP-1 transcription factors, mainly to distal regulatory enhancer and super-enhancer elements that further lead to histone acetylation and binding of mediator proteins, including BRD4. This transcriptional regulation cascade promotes transcription of genes key to kidney repair. We also observe a loss of enhancer and super-enhancer elements with injury reflected by decreased H3K27ac and BRD4 marks. We observed reduced binding of HNF4A and GR at IRI-decreased enhancer elements, changes that likely facilitate the dedifferentiation process necessary for surviving kidney cells to proliferate^42^.

How transcription factors involved in kidney repair act on enhancer elements and their target genes in kidney cells is unknown^42^. Our motif discovery analyses within enhancer and super-enhancer elements provides insight into which transcription factors might contribute to the transcriptional initiation of kidney repair and maintaining kidney specific gene expression programs. The HNF4A transcription factor was the top predicted motif in our SHARED and IRI-decreased enhancer group suggesting enhancer regulation in kidney epithelia cells. In humans heterozygous mutations in this transcription factor causes variable multisystem phenotypes including maturity-onset diabetes of the young and a variety of renal phenotypes (including renal cysts and mimicking of Fanconi syndrome)^49^. This attests to the importance of HNF4A in the transcriptional regulation of kidney epithelia-specific genes. However, as HNF4A is not kidney specific and also has important roles in other organs such as the pancreas and the liver, it is likely that a panel of transcription factors are necessary for the regulation of kidney epithelia-specific transcription programs. We provide the first evidence that HNF4A and GR are part of such a transcription factor panel providing insight into the differentiation process of the kidney and therefore important information for regeneration medicine.

Related to the differentiation process into kidney epithelia cells, kidney repair requires specific transcriptional changes of surviving kidney epithelia cells that allows them to proliferate. We found a dynamic binding of STAT3 at injury regulated enhancer elements. We show an interesting relationship with STAT3 binding next to Junb, a member of the AP-1 transcription factor family. AP-1 transcription factor motifs were highly enriched at injury-induced enhancer elements. Further, AP-1 transcription factors can complex with the GR leading to either activation or repression of target genes^50^. GR binding is highly dynamic at lost and gained enhancer elements after injury suggesting a crosstalk between GR and AP-1 transcription factors during kidney repair. We provide data of the binding of these transcription factors at enhancer sites in the kidney and novel clues as to how these regulatory circuits orchestrate transcriptional kidney programs and response to injury.

Emerging evidence indicates that enhancer and super-enhancer regulation is crucial in health and disease^31^ and directs cell-specific gene expression^30^. Here we show that enhancer and super-enhancer formation is BRD4 dependent in the kidney before and after kidney injury. Importantly, BET inhibitor administration had very different molecular effects in the kidney depending on timing after injury. BET inhibition in the early recovery phase after AKI leads to impaired recovery and increased mortality whereas later after injury BET inhibition can block development of fibrosis. These different effects may be explained through the modification of the chromatin state of the cell by BET inhibitors^43,51^. It is interesting that KIM-1 expression is reduced with JQ1 treatment since early upregulation of KIM-1 after injury is protective in IRI^28^. Liu et al. have suggested a protective effect of JQ1 treatment administered seven days before IRI since they measured a decrease in creatinine level rise 24 h after IRI^52^. However, in their study survival after IRI was not assessed beyond 24 h after injury. Furthermore, pretreatment with JQ1 for 7 days may change the chromatin state of the renal cells and thereby alter the response to ischemia.

Studies in humans have documented broad changes in plasma protein concentrations 24 h after abapetalone (BET inhibitor) administration in CKD patients and healthy controls^53^. Osteopontin (*Spp1*) was one of the most affected proteins and was significantly down-regulated with the BET inhibitor in CKD and control patients, suggesting super-enhancer dependency of *Spp1* and sensitivity to BET inhibitors also in humans. In general this study and various pre-clinical studies published by us and others present a rationale for antifibrotic effects of BET inhibitors and therefore a rationale for further human clinical investigation of this class of agents in CKD^45–47,54,55^. Different BET inhibitors, which specifically inhibit either the first (BD1) or the second (BD2) bromodomain of the BET proteins can have different functional contributions to the biological effects of BET inhibitors^56^. BD2 inhibitors were predominantly effective in inflammation-related disorders^56^. Apabetalone is an example of a BD2 inhibitor used in clinical trials^57^. Further, different genomic BRD4 binding and loads of cell-state-determining enhancers, depending on their molecular context in the kidney cell, can dramatically affect the outcome of the BET inhibitor therapy.

For patients at risk for AKI, our data call attention to potential caveats for use of small molecule inhibitors of BET proteins that are currently being tested in clinical trials, primarily in cancer. As AKI is quite common among hospitalized and cancer patients this requires further considerations and might effect clinical management.

In summary, we describe enhancer and super-enhancer elements and transcription factor binding at enhancer elements in the kidney before and after injury in vivo, yielding important clues to the regulation of cell-fate of kidney cells after injury. This work opens up a level of transcriptional understanding of kidney repair. In addition, the information obtained provides targets for therapeutic intervention.

## Methods

### Animal experiments

Bilateral IRI was induced in male C57BL/6N mice by clamping of both renal arteries for 26 min at 37 °C with a retroperitoneal approach using pentobarbitol anesthesia. Reperfusion was verified by visual inspection of kidneys. One ml of 37 °C saline was administered by intraperitoneal injection (IP) after surgery for volume repletion. In SHAM operations both kidneys were exposed without induction of ischemia. For the unilateral ureteral obstruction model the left ureter of male C57BL/6N mice was exposed and ligated with a non-absorbable suture. One ml of 37 °C saline was given (IP) after surgery for volume repletion. Aristolochic Acid nephropathy was induced by a single injection of 3 mg/kg aristolochic acid I in saline intraperitoneally in male BALB/c mice. The BET inhibitor JQ1 or vehicle was provided to us by Dr. Jay Bradner (formerly at Brigham and Women’s Hospital now at the Novartis Institutes for Biomedical Research). JQ1 was administered daily during the treatment periods. Pharmacokinetic studies in mice have shown that a dosage of 50 mg/kg/day of JQ1 is sufficient to achieve an effective blockade of BRD4^20,31^. We prepared a stock solution of JQ1 (50 mg/ml in DMSO) and further diluted it in 10% ß-cyclo-dextrin 1:9 to achieve solubility of the compound. 6 to 12 mice were used in each group in most experiments. Male C57BL/6 N or BALB/c mice aged 8 to 10 weeks weighing 20–22 g were purchased from Charles River Laboratories. Mice were kept under standard housing conditions (22–24 °C ambient temperature, 50-60% humidity, 12 h dark/light cycle). All mouse work was performed in accordance with all relevant ethical regulations for animal testing and research. The animal use protocol was approved by the Institutional Animal Care and User Committee of the Harvard Medical School/Brigham and Women’s Hospital.

### ChIP-seq

Chip assays were performed as described previously^58^. Briefly, snap-frozen kidney cortex from SHAM or IRI mice (day 2) were ground into powder in liquid nitrogen. After 15 min chromatin cross-linking was carried out in 1% formaldehyde at room temperature and the reaction was quenched with 0.125 M glycine. After cell lysis and 22 min of sonication, sheared chromatin was incubated with 10 µg of following antibodies: anti-H3K27ac (Abcam, ab4729), anti-H3K4me3 (Millipore, 17-614), anti-BRD4 (Bethyl Laboratory, A301-985A), anti-RNA Polymerase II (Abcam, ab5408), anti-BRD2 (Bethyl Laboratory, A301-583A), anti-BRD3 (Bethyl Laboratory, A301-368A), anti-HNF4A (Abcam, ab41898), anti-GR (Thermo Scientific, PA1-511A), anti-STAT3 (Santa Cruz, sc-482) and anti-STAT5 (Santa Cruz, sc-835). Libraries for next-generation sequencing were prepared with NEBNext Ultra II DNA Library Prep Kit (New England BioLabs, E7645) and sequenced on HiSeq 2500 machine (Illumina).

### ChIP-seq data analysis

The ChIP-seq analysis workflow comprised trimming using trimmomatic (version 0.36)^59^ in order to filter low quality reads, followed by the application of bowtie aligner (version 1.1.2)^60^ with the parameter of -m 1 to retrieve only uniquely mapped reads (mm10 reference genome), and finally Homer software (version 4.8.2)^61^ and Integrative Genomics Viewer (version 2.3.81)^62^ for the visualization. DeepTools (version 2.1.0)^63^ was used to obtain the correlation between the replicates.

In order to identify regions of ChIP-seq enrichment over the background, the MACS2 (version 2.1.1)^64^ peak finding algorithm was used. Broad peak calling of H3K27ac with a q-value cutoff of 0.1 and 0.05 for SHAM and IRI day 2 was done in replicates, which were subsequently overlapped using BEDtools (version 2.26.0)^65^ to identify high-confident peaks. Promoters were filtered using the coordinates of the GFF file and overlapping them with the peak files using BEDtools. Annotation of the identified enhancer elements to their target genes was done with GREAT^27^ using the setting of “Basal plus extension” and a maximum distal distance of 100 kb. Coverage plots (normalized to 10 million reads) and motif analysis with default background were done using Homer software (version 4.8.2)^61^. HOMER^61^ was used for motif analysis using the default settings.

The ROSE algorithm^30,31^ was applied for super-enhancer analysis. We used enhancer elements identified by H3K27ac, and the default stitching size of 12.5 kb and H3K27ac and BRD4 BAM files as input. Graphs were generated using R (R Project for Statistical Computing, https://www.R-project.org/) and the packages ggplot2^66^ and dplyr (https://CRAN.R-project.org/package=dplyr). Box plots were used to illustrate data (Median, middle bar inside each box; IQR (interquartile range)), the box containing 50% of the data; whiskers, 1.5 times the IQR). Two sample t-tests was applied where appropriate. One-way ANOVA with Tukey post hoc test was applied where appropriate.

### Gene expression profiling

Total RNA was isolated from kidney cortex samples with the PureLink RNA Mini Kit (Thermo Fisher Scientific, 12183018A) or TRIzol reagent (Thermo Fisher Scientific, 15596029) for RNA-Seq or qRT-PCR. For qRT-PCR 2 µg of total RNA was reverse transcribed with the M-MLV reverse transcriptase Kit and oligo dT primers (Invitrogen). Gene expression was analyzed by qPCR using SYBR Green reagent (Bio-Rad) with gene-specific primers in 25 µl reactions in triplicate on Bio-Rad real-time detection system.

Libraries for next-generation sequencing were prepared with TruSeq Stranded RNA LT Kit (Illumina, 15032611) and sequenced on HiSeq 2500 machine (Illumina).

### RNA-seq analysis

RNA-seq data were trimmed using trimmomatic (version 0.36)^59^ and subsequently aligned to the reference genome mm10 applying STAR RNA-seq aligner (version 2.5.3a)^59^. HTSeq (version 0.6.1p1)^67^ and DESeq2^68^ were applied for the RNA-seq analysis.

### Renal function and histology

The plasma creatinine and BUN concentration was determined by Mass Spectrometry at the University of Alabama and BUN infinity kit from ThermoFisher Scientific, respectively. Kidney histology was examined on methacarn-fixed sections stained for PAS, H&E, Masson’s trichrome and Sirius red. The degree of interstitial fibrosis was scored quantitatively on Masson’s trichrome stained tissue or Sirius red-stained tissue (Collagen) with Image J.

### Immunofluorescence staining

Immunofluorescence staining of the kidney was performed on fixed-frozen sections. Briefly, the tissue sections were activated and labeled with antibodies, including rabbit anti-Ki-67 (Vector, VP-K451, 1 in 200), rabbit anti-KIM-1 (R9^25^, 1 in 200), rabbit anti-α-SMA (Sigma, 1 in 400), rat anti-F4/80 (Abcam, ab6640, 1 in 1000), rabbit anti-Hnf1b (Thermo Fisher Scientific, 720259), rabbit anti-GR (Thermo Fisher Scientific, PA1-511A), rabbit anti-Slc34a1 (Novusbio, NBP2-13328), rabbit anti-Spp1 (Abcam, ab8448) and rat anti-Kl (BioLogo, KM2076). The slides were then exposed to FITC or Cy3-labeled secondary antibodies (Jackson ImmunoResearch). The staining was examined with fluorescence microscopes (Nikon TE 1000 and Nikon C1 confocal). At least 7 high-power fields/section for each sample were examined in each evaluation and quantification (positive area or cell count) was performed with an in-house Macro in Image J. Spp1 plasma concentration was measured by ELISA (R&D Systems, MOST00).

### Reporting summary

Further information on research design is available in the Nature Research Life Sciences Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Reporting summary

## Data Availability

The data that support this work is available from the corresponding authors upon reasonable request. ChIP-seq and RNA-seq raw data files are available in the Gene Expression Omnibus (GEO) at NCBI with the accession number GSE114294. The source data underlying Fig. 5b, e, 6b, g, h, 7b, e, h and Supplementary Figs. 3b, c and 8b–d are provided as a Source data file.

## Source data

Source Data

## Code availability

A summary of our analysis approach can be found in the Supplementary information. We only applied existing tools to analyze our data.

How the deposited data were processed for this re-analysis (not part of the article)

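RNA-seq counts of mouse kidney cortex were examined, from 4 SHAM, 4 IRI and 4 IRI JQ1 mice at day 2 after surgery, with 1 library per mouse. Conditions come from the sample labels. The counts were made by the authors before deposition, with Trimmomatic 0.36, STAR 2.5.3a on mm10 and HTSeq 0.6.1p1, and were deposited as raw counts of reads per gene symbol, with 5 tally lines per library that were kept out of library sizes and tests. Of the entries tallied, 38.1% in SHAM, 34.2% in IRI and 33.5% in IRI JQ1 fell in no annotated feature and 0.319%, 0.308% and 0.295% in more than 1. Sample labels give an age of 10 to 12 weeks and the paper's methods 8 to 10, and a strain of C57BL/6, where the methods name C57BL/6N. Gene positions and overlaps come from GENCODE release M21, which was chosen here.

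Counts were scaled by TMM factors and filtered with edgeR's filterByExpr (minimum count 10, minimum total 15), and fitted in 1 quasi-likelihood model with a mean per group (R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0). Genes with an FDR under 5% (Benjamini-Hochberg, per comparison) and at least a 2-fold change were counted. Standard errors are the log2 fold change over the root of the F statistic. Normalized counts are counts over the product of library size and TMM factor, times the mean of that product. log2 CPM used a prior count of 2, and principal components the 500 most variable genes. Single values were tested by exact permutation of 4 mice against 4 (70 assignments, two-sided, smallest p 0.0286). The common biological coefficient of variation was 0.157, and in simulated data with 100 genes changed by 1.5 and 100 by 3 on the log2 scale edgeR recovered 92% and 92% for IRI against SHAM and 89% and 99% for IRI JQ1 against IRI, with 5 false of 189 calls and 4 of 192.

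Gene lists, 47 of them, were written from general knowledge and the paper's motif tables before the data were examined, and 46 had a gene to test. Members were counted at both thresholds, with adjusted p over all genes and over the list alone, and each list was tested with camera at its preset correlation of 0.01 and with an estimated one, adjusted over the lists of the comparisons of IRI with SHAM and of IRI JQ1 with IRI together, and separately for IRI JQ1 with SHAM. Confidence intervals of percentages are Clopper-Pearson at 95%. Super-enhancer genes, kidney genes and genes changed by JQ1 in SHAM kidneys were taken from the paper's supplementary tables.

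The genes named were to be those the paper names for these data, the 10 largest increases and decreases in each comparison with groups that do not overlap and a mean count of at least 50, and the 2 members of each list with the largest change. Values in the paper's tables and in Fig. 6f had been seen before that rule was written. Of these genes a subset is named, chosen after their values were seen. Members named where 5 or fewer of a list passed, members of other lists named without values, *Gpx3*, *Malat1*, *Kap*, *Lyz2*, *Cd74* and *Saa1* fall outside the rule, were chosen after their values were seen and were not followed through the alternatives.

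Alternatives tried were RLE factors, library sizes alone, no filter, a mean count of at least 50, DESeq2 with and without its normal prior, limma-voom, a fit of only the groups compared, a block for replicate number, no fold threshold, other tests of lists, other rankings and each library left out. They were set before the data were examined, except leaving out libraries and dropping the fold threshold for IRI JQ1 against SHAM. Nothing in the labels pairs the replicate numbers, and of 12 same-numbered pairs of libraries 0 had residuals correlated over 0.1. The paper's tables of enhancers and of some differential genes, held only in part, and its other assays were left out, as were libraries of JQ1 in SHAM kidneys, which are not among the deposited files examined.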

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

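The tests against a shift of all genes, macrophages, dendritic cells, proximal tubule RNA and a swap of libraries were chosen only after the result was seen, and the reading of the dendritic cell test used a value found afterwards. The other tests were set before. The intervals given for medians of gene lists are taken over genes, not mice, and hold no variation between mice.

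Genes that answer to interferon, which cells switch on against viruses, were lower in IRI JQ1 than in IRI, 22 of 29 (22 when adjusted over the list alone; camera's adjusted p = 3.4e-07, and 0.437 with an estimated correlation), a group the paper does not discuss. Of the 29, 0 were both higher in IRI than in SHAM and lower with JQ1, and the list median after IRI was 0.19 (log2). In IRI JQ1 20 of the 29 were lower than in SHAM and 0 were higher. *Oas2*, which senses double-stranded RNA, changed by -4.71 (standard error 0.86, adjusted p = 0.000467), or -3.95 without IRI replicate 3. Their median lay -1.88 (95% interval -2.25 to -1.26) from that of all tested genes, which argues against a shift of all genes by the scaling. All 22 stayed lower with library sizes alone, but that setting moves all genes down, so the bound set for it beforehand was wrong and it decides nothing. Fewer immune cells stay open. Against SHAM, the median of macrophage markers minus that of these genes was 1.39 (95% interval -0.67 to 2.21), and that of dendritic cell markers -1.44 (95% interval -3.45 to -0.29); 7 of 15 macrophage and 5 of 8 dendritic markers had a mean over 100 in SHAM cortex, which was not sorted, with *Lyz2* at 247 and *Cd74* at 2758. JQ1 acting without injury may also play a part and cannot be told apart from the others. Of the 22, 5 stand in the paper's list of genes that JQ1 lowered in SHAM kidneys. That is 22.7% against 10.3% of the other tested genes (Fisher's exact test, two-sided, p = 0.0694). But the 22 were picked as lower with JQ1, and of all 2119 genes lower in IRI JQ1 than in IRI 46.1% stand in that list. The test therefore cannot decide, as its background was not picked in that way.

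Genes that PPAR-alpha drives, for burning fat, were higher in IRI JQ1 than in IRI, 11 of 18 (11 when adjusted over the list alone; camera's adjusted p = 2.9e-05, and 0.437 with an estimated correlation), and the paper does not discuss them. Scaling of the libraries is argued against, since 10 stayed higher with library sizes alone, a setting that moves all genes down. The proximal tubule transport genes had a median lying -1.88 (95% interval -2.56 to -0.99) from that of these genes. In the paper's lists for SHAM kidneys, however, JQ1 without injury lowered 16 of those 38 and raised 1. This could hide a return of proximal tubule RNA. A return alone would bring the PPAR-alpha target genes up to the SHAM level at most. In IRI JQ1 13 of the 18 were higher than in SHAM and 1 was lower, with a list median of 1.66 (log2). For those 13 these values argue against a return as the only source. A part played by it stays open. An effect of JQ1 that needs no injury is a candidate explanation, with 8 of the 11 in the paper's list of genes that JQ1 raised in SHAM kidneys. That is 72.7% against 5.12% of the other tested genes (Fisher's exact test, two-sided, p = 7.1e-09). But the 11 were picked as higher with JQ1, and of all 570 genes higher in IRI JQ1 than in IRI 38.4% stand in that list. The p-value therefore does not measure an excess particular to these genes. Less food intake under the drug would raise the same genes and was not tested.

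*Havcr1* stood at 6556 in IRI JQ1 replicate 2, far from 1375 to 2060.1 in the other IRI JQ1 libraries. A swap with an IRI library is argued against, since 96.0% of the 2507 genes that differed between the groups without this library lay nearer in it to the other IRI JQ1 libraries. A rise as large as that of *Havcr1* was not seen across the tubular injury genes. The others had a median log2 difference of 0.16 (95% interval over genes 0.09 to 0.26) from those libraries, above 0 for 23 of 34. By the bound set for it, stronger injury was argued against, but that interval holds no variation between mice. A smaller rise from stronger injury therefore stays open. *Sprr1a* of that list, and *Flnc* outside it, were high in the same library too, so a stronger response of a few injury genes stays open. Why this kidney holds more *Havcr1* RNA stays open.

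Single libraries far from the other libraries of their group were looked for in 309 groups of 4 values, with a gap to the next library over Dixon's critical value at 95%. Independent values with a normal distribution would exceed it in 15.45 groups. Counts of genes from the same libraries are not independent, so that number does not measure an excess. The critical value was exceeded in 35 groups, 13 of them in SHAM replicate 1. In parentheses stand the lowest and highest of the other libraries. SHAM replicate 1 was high, in normalized counts, at 1.14 for *Gsta1* (0 in each), 2404 for *Slc22a7* (1516 to 1642), 378 for *Akr1c18* (106 to 152), 866 for *Serpina1d* (364 to 412), 4392 for *Mep1b* (2803 to 3008) and 92.4 for *Gm15441* (27.9 to 37.2). It was also high at 494 for *Pdk4* (274 to 306), 551 for *Hmgcs2* (221 to 274), 742 for *Mfsd2a* (308 to 345), 12641 for *Ehhadh* (9399 to 9933), 1704 for *Slc22a19* (904 to 973) and 18.3 for *Sprr1a* (3.22 to 5.31), and it was low at 3437 for *Slc26a1* (3810.0 to 3869.5). Several of these genes belong to fat burning or to proximal tubule transport, and the cause was not tested.

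Among the other libraries, IRI replicate 4 held 9.67 for *C8a* (3.46 to 4.25), 348 for *Inmt* (170.1 to 184), 139.7 for *Mep1b* (20.0 to 38.3) and 71.2 for *Slc22a19* (12.6 to 19.9). IRI JQ1 replicate 1 held 13989 for *Hnf4a* (10444 to 10821), 7.31 for *Ccr2* (1.18 to 2.08), 1.04 for *Ccl20* (0 in each) and 5769.8 for *Calb1* (2842 to 2986), and IRI JQ1 replicate 2 held 3335 for *Flnc* (1787 to 1991), 45.9 for *H2-Eb1* (17.7 to 21.5), 2.35 for *Nlrp3* (0 in each) and 37.7 for *Sprr1a* (12.5 to 15.6). In IRI JQ1 replicate 3 the counts were 125 for *Gsta1* (208 to 224), 1.19 for *Serpina10* (9.40 to 10.4) and 338 for *Fos* (239 to 254), and in IRI JQ1 replicate 4 23.9 for *Serpina1d* (5.22 to 8.36) and 374 for *Esrrb* (225 to 245). SHAM replicate 2 held 1.21 for *Xirp2* (0 in each), SHAM replicate 3 0 for *Sprr2g* (1.07 to 1.21) and SHAM replicate 4 135 for *Itgam* (15.9 to 32.6). *Spp1* was at place 2 by abundance in IRI replicate 1 and at place 1 in the other IRI libraries.

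Between IRI JQ1 and SHAM 3884 genes differed, 1616 higher and 2268 lower. JQ1 raised 6 of 12 glucocorticoid receptor target genes over IRI (6 when adjusted over the list alone; camera's adjusted p = 0.000495, and 0.437 with an estimated correlation) and 8 of 16 target genes of NRF2, the switch of the defense against oxidants (8 when adjusted over the list alone; camera's adjusted p = 1.3e-05, and 0.437 with an estimated correlation). *Srxn1*, which repairs oxidized peroxiredoxins, had a log2 fold change of 2.98 (standard error 0.33, adjusted p = 1.4e-05), and *Mt1*, a metallothionein under both stress and glucocorticoids, one of 2.85 (standard error 0.28, adjusted p = 6.1e-06). Markers of dendritic cells and MHC class II were lower in 6 of 8 genes (6 when adjusted over the list alone; camera's adjusted p = 0.00854, and 0.437 with an estimated correlation). Those of monocytes and macrophages were lower in 10, as given at the pathways.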

How the results depend on the processing

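For IRI JQ1 against SHAM, leaving out each library and dropping the fold threshold were chosen only after the result was seen, as were the odds ratios in the last paragraph; the other settings were set before. Of 138 alternative values 109 kept direction and side of the threshold or stayed near the reported value, 25 moved, 3 no longer passed and 1 reversed. RLE factors, no filter on low counts, limma-voom, the DESeq2 fits and a fit of only the 2 groups compared left each of the counts of genes within 1.5 times of the reported one.

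Without the 2-fold threshold, at an FDR of 5%, 3307 genes were higher and 3641 lower in IRI than SHAM, 4096 higher and 4340 lower in IRI JQ1 than IRI, 1426 higher in IRI and lower with JQ1, 9461 different between IRI JQ1 and SHAM, and 32 predicted transcription factors changed, because the setting drops a threshold. With library sizes alone 515 genes were lower in IRI, 260 higher with JQ1 and 990 higher in IRI and lower with JQ1, 46.3% of those higher in IRI, since the setting shifts all genes by the amounts given with the JQ1 counts. Among genes with a mean count of at least 50, fewer of which were tested, these were 573, 353, 404 and 38.2%, and 1270 were lower with JQ1.

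For genes of super-enhancers, a block for the replicate number kept the differences, 0.44 for gained and -0.11 for lost against SHARED and 0.54 for gained against lost, at an exact two-sided p of 0.125, the smallest that 4 pairs can give. With the median over genes the lost group reversed, to 0.0111; the cause was not tested. The share with a top 20% gene was 65.4% in SHAM and 58.6% in IRI over all super-enhancers the paper counts, 68.0% and 62.1% in a ranking of genes with a count and 56.0% and 49.5% in a ranking of tested genes. The first setting counts super-enhancers without a listed gene, and the other settings rank fewer genes.

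Of the gene lists in both comparisons, 44 passed camera with its preset correlation of 0.01 and 0 with an estimated one, while fry called 67 in its directional and 82 in its mixed form. In 3 lists after IRI and 6 with JQ1 the signs of the median, the mean and the test were not the same. Of 125 gene and comparison pairs named by rule, 118 kept their call in every alternative. *Jun* after IRI fell under 2-fold without SHAM replicate 1 or IRI replicate 3, *Esrrb* with JQ1 at 0.80 with library sizes alone and 0.93 without IRI JQ1 replicate 4, and *Fosl1* with JQ1 ranged from -1.06 to -0.76 where it lost its call. *Havcr1* with JQ1 passed in 6 alternatives, *Bcl6* without IRI replicate 2 (1.03), *Junb* without IRI JQ1 replicate 1 (1.04) and *Stat5a* with library sizes alone (-1.12).

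Leaving out each library in turn gave 1473 to 1619 genes higher and 776 to 990 lower after IRI, 435 to 755 higher and 1904 to 2455 lower with JQ1, 602 to 706 higher in IRI and lower with JQ1, 3672 to 4241 against SHAM, 15 to 19 of the 30 largest increases and 12 to 13 transcription factors. The percent of genes higher in IRI that were lower with JQ1 ran from 39.5 without IRI JQ1 replicate 3 to 45.4 without IRI JQ1 replicate 1. PC1 held 60.1 to 75.9% and PC2 19.6 to 34.3%. Super-enhancer differences were 0.42 to 0.46, -0.11 to -0.10 and 0.53 to 0.57, and top shares 72.6 to 73.2% in SHAM and 67.6 to 68.3% in IRI. *Spp1* kept its first place, 100 to 103 named pairs and 42 to 46 lists passed.

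Chance as the source of a count of genes is argued against for the 2404, 2689 and 3884 genes of the 3 comparisons. There 1 of 35 splits, the real one, reached the real value, and the highest other gave 0 in edgeR. That is the lowest share 35 splits allow, and every other split mixes the 2 groups. The splits therefore cannot exclude chance or grade the result further. Because the other splits called no gene at all, they say nothing about which genes changed, so the bound set beforehand for subsets of the genes was wrong. This leaves chance open for the 12 transcription factors (1 of 35, highest other 0), 17.6% of those tested against 16.9% of all genes (odds ratio 1.05, 95% interval 0.512 to 1.99). For the 977 genes that JQ1 also lowered in SHAM kidneys (1 of 35, highest other 0) the paper's list comes from other kidneys, and independent lists would share 219 (odds ratio 20.3, 95% interval 17.9 to 23.0, which takes genes as independent), so chance is argued against. For the 648 genes higher in IRI and lower with JQ1 (1 of 100 regroupings, highest other 497) the regroupings decide neither the number nor its share of the genes higher in IRI. A regrouping that calls no gene in 1 of the directions has an overlap of 0 from the start. Besides the real grouping only 2 regroupings called genes in both directions, with 488 of 606 and 497 of 581 higher genes lowered. In these, 30 and 28 of the 30 largest increases were lowered, and in all others 0, so chance stays open for the 17 of 30 seen (3 of 100, highest other 30). It cannot be excluded for the number of lists that passed, 24 after IRI (3 of 35 splits, highest other 25) and 20 with JQ1 (9 of 35, highest other 24). A ranking of *Spp1* against mitochondrial genes was not run, as the files hold none. Depth limits genes with few counts in a group, such as the 12 of the 30 largest increases with no SHAM count.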

Differences from the paper's values

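None of the settings in this part was chosen only after the result was seen. Of 35 values the paper states for a measure computed here 3 differ. A log2 fold change was taken to differ beyond edgeR's standard error here, and any other value beyond its error and by more than 1.5 times. The 35 include the row count of a table held only in part, set as not differing without a test. They also include numbers of super-enhancers counted in the paper's own lists. Each is a log2 fold change from SHAM to IRI. They are *Lcn2* 8.62 here and 8.14 in the paper's table, *Havcr1* 8.44 here and 7.26 in the paper's table and *Mki67* 5.37 here and 4.73 in the paper's table. With DESeq2 and its normal prior on fold changes the values lie within the error of the paper's, at 8.13, 7.24 and 4.73. They still differ with RLE factors, library sizes alone, no filter on low counts, genes of a mean count of at least 50, the DESeq2 Wald test, limma-voom, a fit of only the groups compared, and a replicate block. The paper's 83% of super-enhancers with a top 20% gene in SHAM lies outside the 95% interval of the 72.8% found here (68.7 to 76.7) but within 1.5 times, and the alternatives gave 65.4%, 68.0% and 56.0%.

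The paper places *Lcn2* and *Havcr1* at the head of the increases. By edgeR's log2 fold change they hold places 4 and 5, with DESeq2's normal prior places 1 and 2, and among genes of at least 100 mean counts in IRI places 3 and 4. The paper states that most of its leading increases were lowered by JQ1. Here 17 of the 30 by edgeR were, and 23 of the 30 genes the paper lists, which matches its tally; 17 genes stand in both lists of 30. *Cdk1*, which the paper counts among them, holds place 50 by edgeR, and with DESeq2's normal prior 28 of the paper's genes are among the 30. The paper describes *Hnf1b* as unchanged after IRI; its log2 change of -0.35 passed the FDR here and stayed under 2-fold.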

Other observations

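Both tests in the last paragraph were chosen only after the result was seen. Of 17 genes of heat shock and the unfolded protein response 7 were higher in IRI JQ1 than in IRI (7 when adjusted over the list alone), although the list missed the threshold (camera's adjusted p = 0.0691). Of the circadian clock, *Ciart*, *Cry1*, *Cry2*, *Nr1d1* and *Per1* were higher among 16 (5 when adjusted over the list alone), in a list that also missed it (camera's adjusted p = 0.0691). *Slc34a3*, a phosphate transporter of the proximal tubule, fell by 2.86 on the log2 scale (standard error 0.44, adjusted p = 0.000135), and *Cyp24a1*, which breaks vitamin D down, was lower too. Their list of vitamin D, phosphate and calcium handling did not pass (camera's adjusted p = 0.466). Of 28 cytosolic ribosomal protein genes 1, *Rpl10a*, was higher at both thresholds (1 when adjusted over the list alone; camera's adjusted p = 9.0e-06, and 0.437 with an estimated correlation), with a median log2 change of 0.41. Endothelial markers had a median of 0.38, with *Flt1* past both (camera's adjusted p = 0.0140, and 0.437 with an estimated correlation). Of 253 tested genes that the paper lists as kidney genes, 87 were lower in IRI than in SHAM, where independent lists would share 15.4, and 70 were lower in IRI JQ1 than in IRI, where they would share 37.8.

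JQ1 without injury was compared through the paper's own lists for SHAM kidneys, whose libraries are not among those examined. Of 1466 tested genes in the paper's list of those lowered, 977 were lower in IRI JQ1 than in IRI (independent lists would share 219), and of 734 raised 219 were higher (29.5). Of the cell cycle genes 24 were lowered in both settings. Among the genes higher in IRI and lower with JQ1, 176 of 648 stand in the paper's list of those lowered (independent lists would share 66.9), and among those lower with JQ1 and not higher in IRI 801 of 1471 (152), 27.2% against 54.5%.

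The same lists overlap with the effect of injury. Of the genes that JQ1 raised in SHAM kidneys 259 were higher in IRI than in SHAM (independent lists would share 79.6), and of those it lowered 415 were lower (89.2). Abundant genes, which are called more often in every comparison, could raise the overlap in both directions alike. The smaller odds ratio of the same-direction pairs was 5.18 (95% interval from 4.39) and the larger of the opposite pairs 1.28 (95% interval up to 1.51), which argues against such an even rise. A fall needs counts in SHAM to start from, so abundance in SHAM may favor pairs of the same direction. The odds ratios do not decide that. Shared SHAM mice are argued against, with 0 animals named in both of the paper's tables. Why the lists overlap stays open.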
